# *Camk2a-Cre* and *Tshz3* Expression in Mouse Striatal Cholinergic Interneurons: Implications for Autism Spectrum Disorder

**DOI:** 10.3389/fgene.2021.683959

**Published:** 2021-07-12

**Authors:** Xavier Caubit, Elise Arbeille, Dorian Chabbert, Florence Desprez, Imane Messak, Ahmed Fatmi, Bianca Habermann, Paolo Gubellini, Laurent Fasano

**Keywords:** *Camk2a-Cre*, *TSHZ3*, striatal cholinergic interneurons, autism spectrum disorder, *Mus musculus*

## Abstract

*Camk2a-Cre* mice have been widely used to study the postnatal function of several genes in forebrain projection neurons, including cortical projection neurons (CPNs) and striatal medium-sized spiny neurons (MSNs). We linked heterozygous deletion of *TSHZ3/Tshz3* gene to autism spectrum disorder (ASD) and used *Camk2a-Cre* mice to investigate the postnatal function of *Tshz3*, which is expressed by CPNs but not MSNs. Recently, single-cell transcriptomics of the adult mouse striatum revealed the expression of *Camk2a* in interneurons and showed *Tshz3* expression in striatal cholinergic interneurons (SCINs), which are attracting increasing interest in the field of ASD. These data and the phenotypic similarity between the mice with *Tshz3* haploinsufficiency and *Camk2a-Cre*-dependent conditional deletion of *Tshz3* (*Camk2a-cKO*) prompted us to better characterize the expression of *Tshz3* and the activity of *Camk2a-Cre* transgene in the striatum. Here, we show that the great majority of *Tshz3*-expressing cells are SCINs and that all SCINs express *Tshz3*. Using lineage tracing, we demonstrate that the *Camk2a-Cre* transgene is expressed in the SCIN lineage where it can efficiently elicit the deletion of the *Tshz3-*floxed allele. Moreover, transcriptomic and bioinformatic analysis in *Camk2a-cKO* mice showed dysregulated striatal expression of a number of genes, including genes whose human orthologues are associated with ASD and synaptic signaling. These findings identifying the expression of the *Camk2a-Cre* transgene in SCINs lineage lead to a reappraisal of the interpretation of experiments using *Camk2a-Cre*-dependent gene manipulations. They are also useful to decipher the cellular and molecular substrates of the ASD-related behavioral abnormalities observed in *Tshz3* mouse models.

## Introduction

The corticostriatal (CStr) circuitry is critically involved in functions ranging from motor control and habit formation to cognition. Defective development and dysfunction of CStr circuits have been linked to several brain disorders, including Huntington’s disease, Parkinson’s disease, and autism spectrum disorder (ASD) (Shepherd, 2013; Li and Pozzo-Miller, 2020). The striatum receives its main excitatory input from two types of cortical projection neurons (CPNs): intratelencephalic (IT) neurons and pyramidal-tract (PT) neurons. IT and PT neurons that project to the striatum reside mostly in the deep cortical layer (L) 5 (Reiner et al., 2010; Shepherd, 2013). Their primary striatal targets are the medium-sized spiny projection neurons (MSNs) (Sohur et al., 2012), which represent 90–95% of the neurons in the striatum (Gerfen and Surmeier, 2011). The remaining 5–10% of striatal neurons are aspiny interneurons, initially categorized into three main subpopulations, among which one population of striatal cholinergic interneurons (SCINs) (Kawaguchi, 1997). There is growing evidence for a higher diversity of striatal interneurons, based on studies on their developmental origin, gene expression profile, and electrophysiological properties and connectivity. These data define at least 6–7 classes of GABAergic interneurons (Munoz-Manchado et al., 2018; Tepper et al., 2018) and reveal that also SCINs are a heterogeneous population (Ahmed et al., 2019). Though few in number, striatal interneurons, and SCINs in particular, play a key functional role by modulating striatal activity through distinct connections with MSNs and/or other interneurons (Tepper et al., 2018; Abudukeyoumu et al., 2019).

We previously reported in mouse that heterozygous deletion of *Tshz3*, the gene encoding the transcription factor TSHZ3 (teashirt zinc-finger homeobox family member 3, also known as ZFP537), drives ASD-relevant behavioral abnormalities (Caubit et al., 2016), paralleled by altered transmission and plasticity at CStr synapses. Having shown that *Tshz3* is expressed within the CStr circuit in both L5 CPNs and a few striatal cells that are not MSNs (Caubit et al., 2016), we performed conditional *Tshz3* deletion using the *Camk2a-Cre* transgene, which is known to be active in CPNs from postnatal day 2–3 onward (Casanova et al., 2001; Li et al., 2017). We found that it results in a behavioral phenotype similar to *Tshz3* heterozygous mice, also associated with altered CStr function (Chabbert et al., 2019). These findings pointed to the CStr pathway as a main player in the ASD syndrome linked to *TSHZ3* deficiency. Recently, single-cell RNA sequencing (scRNA-seq) profiling showed that the striatal cells with the highest expression of *Tshz3* are SCINs: the levels of *Tshz3* transcripts in these cells are comparable to those found in CPNs, whereas they are very low in parvalbumin/tyrosine hydroxylase interneurons and almost null in the other striatal cell populations (Munoz-Manchado et al., 2018; Saunders et al., 2018). scRNA-seq data also revealed that the *Camk2a*, considered as being expressed in MSNs (von Schimmelmann et al., 2016; Andrade et al., 2017), is also expressed in subpopulations of striatal interneurons (Saunders et al., 2018). Given the phenotypic similarity between the heterozygous and conditional *Tshz3* mouse models, and the literature linking dysfunction of striatal circuits (Li and Pozzo-Miller, 2020) and altered cholinergic function to ASD (Karvat and Kimchi, 2014; Rapanelli et al., 2017), here we characterized in SCINs the expression of *Tshz3* and the activity of the *CamK2a-Cre* transgene using genetic lineage tracing (Heffner et al., 2012). Based on our results showing that the majority of SCINs express *Tshz3* and the *Camk2a-*Cre transgene, we characterized the molecular changes in the striatum resulting from *Tshz3* deletion using the *Camk2a-*Cre mice.

## Results

### The *Tshz3* Gene and the *Camk2a-Cre* Transgene Are Expressed in SCINs

In the adult striatum, there are few TSHZ3-positive cells that are not MSNs (Caubit et al., 2016) and recent transcriptomic analysis of mouse striatum suggested *Tshz3* expression in SCINs (Munoz-Manchado et al., 2018; Saunders et al., 2018). To test this hypothesis, we performed double choline acetyltransferase (CHAT) and TSHZ3 immunohistochemistry in wild-type mice, confirming the expression of TSHZ3 in SCINs (Figure 1A). We also confirmed that, as reported in other tissues (Caubit et al., 2008), the expression of the *Tshz3*^*lacZ*^ allele in the striatum, revealed by beta-galactosidase (ß-Gal) staining, recapitulates the expression pattern of endogenous TSHZ3: accordingly, the density of TSHZ3-postive neurons in control mice is on the same range of the density of ß-Gal-positive neurons in *Tshz3^+/lacZ^* mice (Figures 1B–D). Moreover, these densities are in agreement with those reported in the literature (Matamales et al., 2016). Finally, double CHAT and ß-Gal staining in the striatum (Figures 1D,E) revealed that, in average, 90.4% of TSHZ3-expressing cells are SCINs and, conversely, 98.9% of SCINs co-express TSHZ3.

**FIGURE 1:**
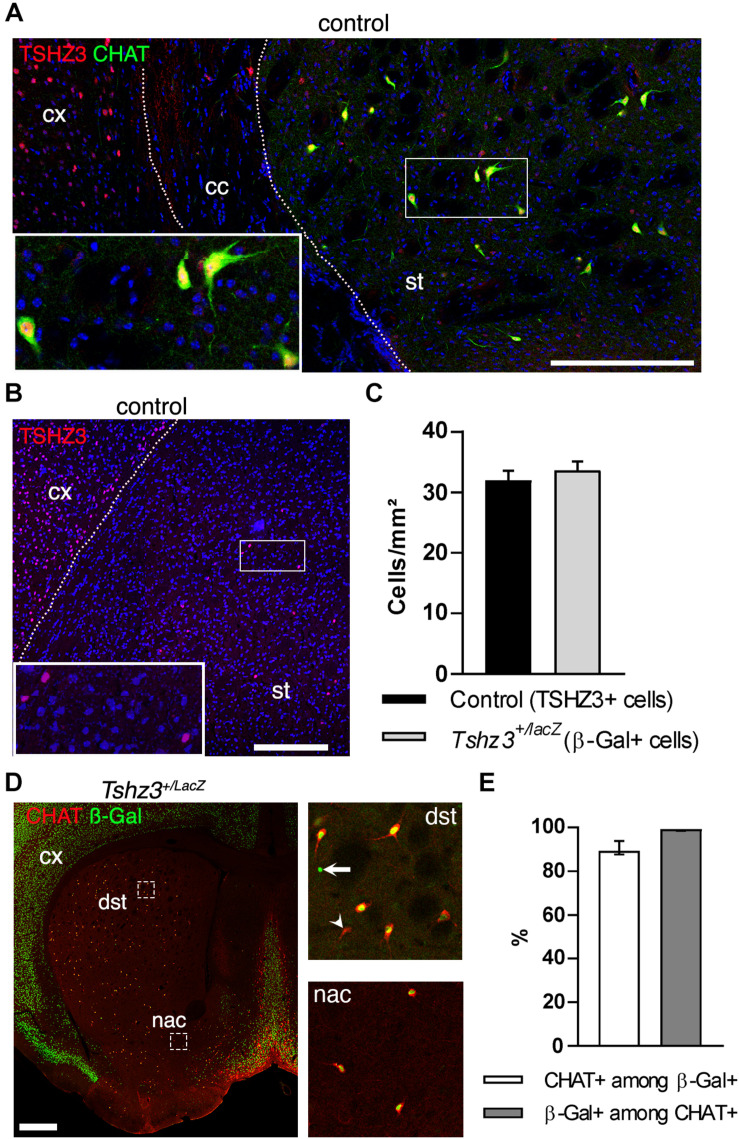
TSHZ3 is expressed in SCINs. **(A)** Immunostaining in a control mouse showing the expression of TSHZ3 and CHAT that identifies SCINs. Scale bar, 200 μm. **(B)** Immunostaining showing the expression of TSHZ3 in a control mouse. Scale bar, 250 μm. **(C)** Density of TSHZ3-positive (1791 cells in 56.0 mm^2^ from eight control mice) and ß-Gal-positive (954 cells in 28.1 mm^2^ from four *Tshz3^+/LacZ^* mice) striatal cells (*P* = 0.5225, Student’s *t*-test; data are expressed as mean + SEM). **(D)** Immunostaining showing the expression of ß-Gal (TSHZ3) and CHAT. Scale bar, 500 μm. Framed regions are shown on the right; arrow shows a ß-Gal-positive/CHAT-negative cell; arrowhead shows a CHAT-positive/ß-Gal-negative cell. **(E)** Percentage of CHAT-positive cells among ß-Gal-positive (TSHZ3+) cells, and vice-versa (12 sections from four *Tshz3^+/LacZ^* mice; data are expressed as median with interquartile range). cc, corpus callosum; cx, cerebral cortex; st, striatum. Nuclei in **A,B** are counterstained with DAPI (blue).

To further characterize the expression of the *Camk2a-Cre* transgene in the striatum, we performed a lineage tracing experiment by crossing *Camk2a-Cre* mice (Casanova et al., 2001) with *Rosa26-STOP-lacZ* mice (Mao et al., 1999). In these *Camk2a-Cre;Rosa26-STOP-lacZ* mice, the Cre activity resulted in the deletion of the STOP signal enabling *lacZ* expression in Cre-expressing cells and all their progeny. Accordingly, numerous ß-Gal-immunoreactive cells could be detected in the cerebral cortex and the striatum, consistent with *Camk2a* expression in CPNs and MSNs (Figure 2A). In addition, CHAT immunostaining showed that the majority (∼80%) of SCINs are also ß-Gal-positive (Figures 2A,B). Therefore, in the CStr circuit, *Tshz3* and *CamK2a* are co-expressed in CPNs and SCINs.

**FIGURE 2:**
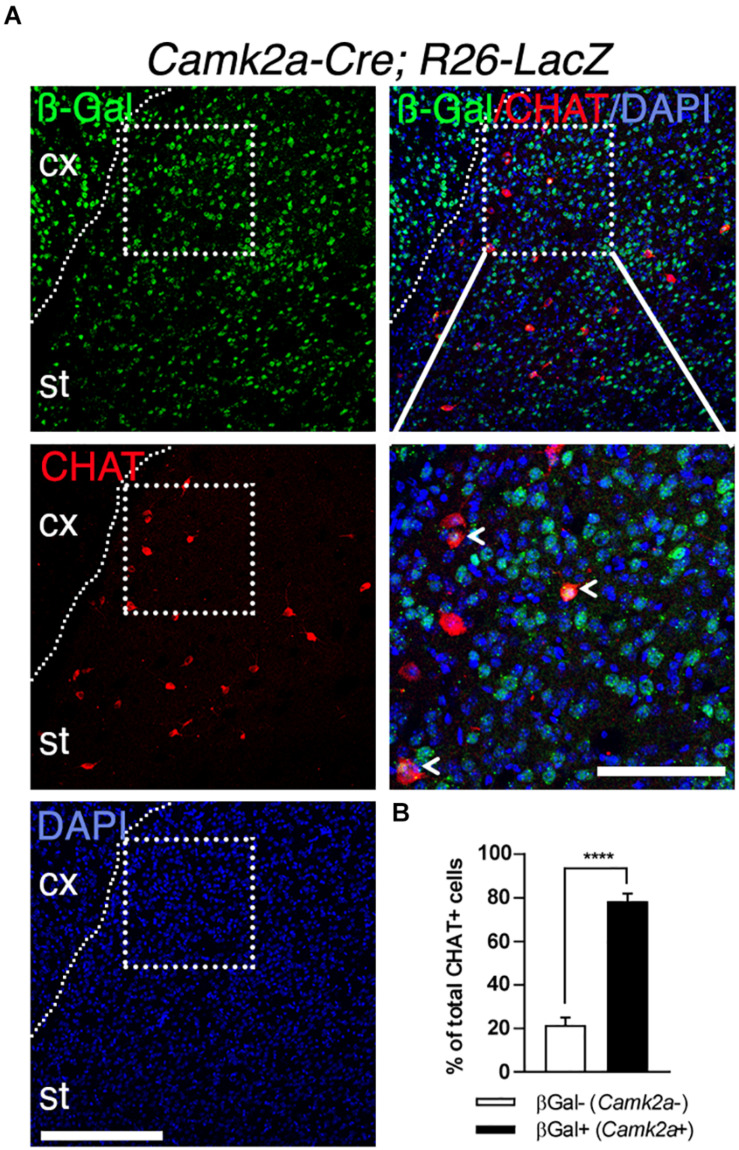
Expression of *Camk2a-Cre* in SCINs. **(A)** Coronal brain section from a *Camk2a-Cre;Rosa26-stop-LacZ* mouse stained for ß-Gal (TSHZ3) and CHAT. Scale bar, 200 μm. The boxed region is magnified to show ß-Gal/CHAT double positive SCINs (arrowheads). Scale bar, 100 μm. **(B)** Distribution of ß-Gal-negative and ß-Gal-positive cells among CHAT-positive cells (20 sections from three mice per genotype; ****P < 0.0001, Student’s *t*-test; data are expressed as means + SEM). cx, cerebral cortex; st, striatum. Nuclei were counterstained with DAPI (blue).

### The *Camk2a-Cre* Efficiently Deletes the *Tshz3*-Floxed Allele in SCINs

We then examined whether *Camk2a-Cr*e expression by SCINs can drive the deletion of *Tshz3.* To address this issue, *Camk2a-Cr*e mice were crossed with *Tshz3*^*flox/flox*^ mice to obtain *Tshz3* conditional knock-out (*Camk2a-cKO*) mice. In this model we found that both the number of TSHZ3-positive cells (Figures 3A,B) and the levels of *Tshz3* mRNA (Figure 3C) in the striatum are dramatically reduced, while the density of CHAT-positive neurons is unchanged compared to control (Figures 3D,E). 

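The dorsal striata of P34 *Camk2a-cKO* mice, which carry *Camk2a-Cre* on a bacterial artificial chromosome (BAC) and floxed *Tshz3* alleles, were compared by RNA-seq with those of control littermates. For each genotype 3 replicates were prepared, each from the pooled striata of 3 to 4 mice. The authors discarded 1 replicate of each genotype after principal component analysis, and the discarded replicates are not analysed here. The libraries compared were control replicates 2 and 3 and *Camk2a-cKO* replicates 1 and 2. According to the methods and the submitters' processing notes, reads were aligned to mm10 with STAR, counted per gene with featureCounts, and normalized and compared with DESeq2. The deposited table gives 15159 genes as read counts divided by 1 size factor per library. Of its values 100% were whole multiples of the value of 1 read in their library (tolerance 0.001 reads), and the reads so recovered summed to 26440930 and 41012800 in control replicates 2 and 3 and to 22192890 and 16450065 in *Camk2a-cKO* replicates 1 and 2. The precursor of ribosomal RNA, *Rn45s*, held 11.5% of the reads of control replicate 2, 0.375% of those of control replicate 3, and 1.92% and 0.633% of those of *Camk2a-cKO* replicates 1 and 2. The log2 of the normalized count plus 1 was compared with limma (variance trended on the mean) in the 15084 genes with a mean of at least 10. Genes with an adjusted p of at most 0.075 and a log2 fold change beyond 0.25, the thresholds of the paper, are said to have risen or fallen. The added 1 makes the fold changes of genes with few reads smaller than their ratios. With 2 libraries per genotype a 2-sided exact permutation test cannot give a p below 0.333, so every adjusted p rests on variances shared across genes.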

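The mRNA of *Tshz3*, which encodes a zinc finger homeodomain transcription factor, fell in the *Camk2a-cKO* striatum to a ratio of 0.134 of the control level. Its normalized count was 229 ± 0.821 (SD, n = 2 pools) in control and 30.6 ± 10.5 (SD, n = 2 pools) in *Camk2a-cKO*, with 23.2 in replicate 1 and 38.0 in replicate 2. This is a log2 fold change of -2.90 (standard error 0.29, adjusted p = 0.00257 from limma). *Tshz3* lies on chromosome 7 of mm10 from 36698118 to 36773553. Of 7 neighboring genes on that chromosome 0 passed limma's test, 1 had an unadjusted p under 0.05 (*Dpy19l3*, log2 fold change -0.24), and 0 passed with edgeR and 0 with DESeq2. The mRNA of *Chat*, which encodes the enzyme that makes acetylcholine in SCINs, was 333 ± 20.9 in control and 314 ± 27.0 in *Camk2a-cKO* (SD, n = 2 pools each) and did not pass the test (standard error 0.15, adjusted p = 0.812 from limma). Its log2 fold change of -0.08 became 0.04 with the libraries rescaled to the same total. *Camk2a*, whose sequences drive Cre in the transgene, had a log2 fold change of 0.04 (standard error 0.13, adjusted p = 0.913 from limma). Without the trend of the variance on the mean the adjusted p of *Tshz3* was 0.290, the highest of a range that starts at 4.67e-12 over the alternative settings. The paper sets the lower *Tshz3* mRNA beside fewer TSHZ3-positive cells and an unchanged density of CHAT-positive neurons, after lineage tracing had shown *Camk2a-Cre* activity in SCINs, and states that *Camk2a-Cre* deletes the floxed *Tshz3* allele there.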

The remaining TSHZ3-positive cells do not exhibit a specific spatial distribution (data not shown).

**FIGURE 3:**
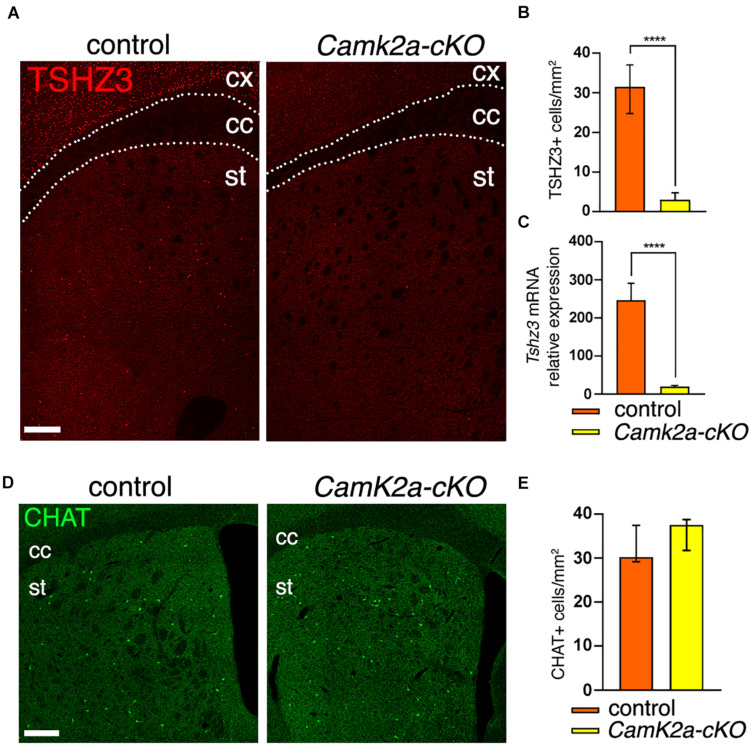
Loss of *Tshz3* in SCINs in *Camk2a-cKO* mice. **(A)** Coronal brain sections from control and *Camk2a-cKO* mice stained for TSHZ3. Scale bar, 500 μm. **(B)** Densities of TSHZ3-positive cells in the striatum of control and *Camk2a-cKO* mice (898 cells in 28.1 mm^2^ and 95 cells in 26.3 mm^2^ for control and *Camk2a-cKO*, respectively, from three mice per genotype; ****P < 0.0001, Mann–Whitney test). **(C)** *Tshz3* mRNA levels analyzed by RNA-seq in control and *Camk2a-cKO* striata (****P_*adj*_ < 1.00E-14, Log_2_FC = –2.26; data expressed as mean + SEM). **(D)** Coronal brain sections from control and *Camk2a-cKO* mice stained for CHAT. Scale bar, 300 μm **(E)** Densities of CHAT-positive SCINs in control and *Camk2a-cKO* mice (758 cells in 23.6 mm^2^ and 629 cells in 17.1 mm^2^ for control and *Camk2a-cKO*, respectively, from three mice per genotype; *P* = 0.1014, Mann–Whitney test). Cell counts in **B,E** were performed on the whole striatal surface. Data in **B,E** are expressed as median with interquartile range. cc, corpus callosum; cx, cerebral cortex; st, striatum.

### Genes Differentially Expressed in the Striatum of *Camk2a-cKO* Mice Are Associated With ASD

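Among the 15084 genes tested in the *Camk2a-cKO* striatum, 162 rose and 409 fell. *Cwc22*, which encodes a splicing factor, rose from 429 ± 22.2 to 1207 ± 115 normalized counts (SD, n = 2 pools each, log2 fold change 1.49, standard error 0.12, adjusted p = 0.00113 from limma). *Slc6a7*, the gene of a proline transporter that lies next to *Camk2a* on chromosome 18 (60995380 to 61014222), rose from 790 ± 10.4 to 2617 ± 624 (SD, n = 2 pools each, log2 fold change 1.71, standard error 0.14). The next genes that rose, by adjusted p, were *Rasgrf2* (log2 fold change 1.09), which encodes an activator of Ras, the potassium channel gene *Kcnc2* (0.96), the synaptobrevin gene *Vamp1* (0.73), and *Plcxd2* (1.02). They were followed by *Slc17a6* (2.18), which encodes a vesicular glutamate transporter, *Pvalb* (1.08), the parvalbumin gene of fast-spiking interneurons, *Sphkap* (0.81), and *Slc8a1* (0.62), a sodium-calcium exchanger gene whose adjusted p from limma was 0.0138 and 0.0805 without control replicate 2. Of 6 markers of thalamus, hypothalamus and septum, *Slc17a6* rose, and the median log2 ratio of the 6 to the control mean was 1.30 in *Camk2a-cKO* replicate 2 and 0.03 in replicate 1 (4 rose without replicate 1, 2 adjusted over the list alone). Of 12 markers of cortical projection neurons, the transcription factor gene *Bhlhe22* rose (1.53, adjusted p = 0.0276 from limma, 0.0808 without control replicate 2; 2 rose adjusted over the list alone). Their median log2 ratio was 0.90 in *Camk2a-cKO* replicate 1, -0.23 in replicate 2, and -0.34 and 0.34 in control replicates 2 and 3, and 6 of them rose without *Camk2a-cKO* replicate 2.
By adjusted p, the first genes that fell besides *Tshz3* were ribosomal protein genes: *Rplp1* had 13316 and 12717 normalized counts in the control libraries and 6115 and 5001 in the *Camk2a-cKO* libraries (log2 fold change -1.23, standard error 0.10), *Rps21* fell by 1.10 and *Rplp2* by 1.31 on the log2 scale. Of 76 genes of the cytosolic ribosome 21 fell and 55 did not pass (27 fell and 1 rose adjusted over the list alone). Their median log2 fold change was -0.31 (camera, adjusted p = 8.15e-09 with the preset correlation, adjusted p = 0.672 with an estimated correlation), and 10 fell without control replicate 2 and 12 with the trend on transcript length and GC content removed. Next came *Ndufa13* (-1.01), *Uqcr11* (-0.94) and *Ndufa2* (-0.85) of the respiratory chain, with *Grcc10* (-1.04), the axonemal dynein gene *Dnah6* (-1.32) and *Bola2* (-1.16), which encodes a protein of iron metabolism. In all 571 genes both *Camk2a-cKO* libraries lay on one side of both controls, as in 49.8% of all genes tested, where 33.3% is the chance for each gene. The test itself selects such genes, and genes share trends across libraries, so neither share measures an excess over chance. Of the 571 genes 71.6% fell. With the libraries rescaled to the same upper quartile 227 rose and 341 fell. Rescaling to the same total, which moves the median of all genes to 0.12, gave 281 that rose and 126 that fell, and 240 and 288 when *Rn45s*, which stood apart in 1 library, was left out of the total, a setting chosen after seeing the data. Without control replicate 2, control replicate 3, *Camk2a-cKO* replicate 1 and *Camk2a-cKO* replicate 2 in turn, 149, 255, 948 and 328 genes passed, 165 with the length and GC trend removed, and 0 without limma's variance trend, where 2135 had an unadjusted p under 0.05 (edgeR called 585 and DESeq2 765).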

Analysis of the RNA-seq data from the striatum of *Camk2a-cKO* mice (Supplementary Table 1A) revealed 210 differentially expressed genes (DEGs) with increased expression and 515 DEGs with decreased expression (false discovery rate cut-off = 0.075, log_2_ fold change > |0.25|) (Supplementary Table 1B). 

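Ranked by log2 fold change, the largest decrease after that of the deleted gene *Tshz3* was that of *Gm20594*, a predicted gene (-2.33, standard error 0.34, adjusted p = 0.0107 from limma). Its normalized counts were 190 and 102 in the control libraries and 26.7 and 27.4 in the *Camk2a-cKO* libraries. It was followed by *4930413G21Rik* (-1.63, standard error 0.39), another gene of unknown function, and, further down, by *Dpm3* (-1.25), which encodes a subunit of dolichol-phosphate mannose synthase, and *Fau* (-1.22), which encodes a ribosomal protein fused to a ubiquitin-like one. These names were chosen after their values were seen. The adjusted p from limma was 0.0815 for *Gm20594* and 0.185 for *4930413G21Rik* without control replicate 2, and for the latter 0.204 without control replicate 3 and 0.172 without *Camk2a-cKO* replicate 2. *Tshz3* lay lower than *Gm20594* by a difference of -0.58 with a standard error of 0.45, so the spread between libraries leaves the order of the pair open. *Tshz3* held rank 1 with all 4 libraries under each setting that called genes, and without control replicate 2. It held rank 9 without control replicate 3, with *Rmrp* at -4.67, rank 5 without *Camk2a-cKO* replicate 1, with *A530016L24Rik* at -3.03, and rank 3 without *Camk2a-cKO* replicate 2.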

*Tshz3* itself is the most strongly downregulated gene. 

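Of 13 genes that the paper places in SCINs, 8 fell and 2 rose in the *Camk2a-cKO* striatum (10 fell and 3 rose adjusted over the list alone); the study chose them on these libraries, so their number is not independent evidence. After *Tshz3*, the gene that fell furthest was *Id3*, which encodes an inhibitor of basic helix-loop-helix factors, from 473 ± 13.6 to 256 ± 5.39 normalized counts (SD, n = 2 pools each, log2 fold change -0.88, standard error 0.14, adjusted p = 0.0135 from limma). Others that fell were *Mrpl54* (-0.71) of the mitochondrial ribosome, the aminopeptidase gene *Dnpep* (-0.63), the glycosyltransferase gene *Galnt18* (-0.60), *Bad* (-0.51), which promotes apoptosis, and the histone deacetylase gene *Hdac5* (-0.47), with adjusted p from 0.0197 to 0.0682 (limma). *Sez6l* (0.52) and *Osbpl6* (0.37), which encodes an oxysterol-binding protein, rose with adjusted p of 0.0590 and 0.0675 (limma). *Fstl1* (log2 fold change 0.38, adjusted p = 0.0762 from limma), *Tnrc18* (-0.40, 0.0771) and *Ncaph2* (-0.35, 0.0852) did not pass. DESeq2 on the recovered reads and limma with robust variances each called all 13 genes, these 3 among them, and edgeR called 11 of the 13. Among 11 markers of cholinergic neurons 1 fell and 10 did not pass (2 fell adjusted over the list alone; camera, adjusted p = 0.272, 0.0377 without *Camk2a-cKO* replicate 2). Their median log2 fold change was -0.0848, with -0.23 without that replicate and 0.0351 with the libraries rescaled to the same total. The vesicular acetylcholine transporter gene *Slc18a3* had 205 ± 2.79 and 134 ± 17.0 normalized counts (SD, n = 2 pools each, log2 fold change -0.62, adjusted p = 0.125 from limma), and the choline transporter gene *Slc5a7* a log2 fold change of -0.17 (adjusted p = 0.396). Among 12 markers of GABAergic interneurons *Pvalb* passed, while *Sst* (-0.28, adjusted p = 0.230 from limma) and *Vip* (0.98, 0.172) did not. The adjusted p from limma without control replicate 2 was 0.105 for *Dnpep*, 0.0820 for *Hdac5*, 0.0875 for *Galnt18*, 0.270 for *Sez6l*, 0.259 for *Mrpl54*, 0.284 for *Osbpl6* and 0.281 for *Bad*. Without control replicate 3 it was 0.111 for *Hdac5*, 0.144 for *Galnt18*, 0.144 for *Mrpl54*, 0.141 for *Osbpl6* and 0.121 for *Bad*, and without *Camk2a-cKO* replicate 1 it was 0.0870 for *Osbpl6*. Without *Camk2a-cKO* replicate 2 it was 0.108 for *Galnt18*, 0.113 for *Sez6l*, 0.222 for *Mrpl54*, 0.146 for *Osbpl6* and 0.220 for *Bad*. Of the 13 genes, 2, 4 and 4 passed without control replicate 2, control replicate 3 and *Camk2a-cKO* replicate 2, 6 with the libraries rescaled to the same total, and 4 with the length and GC trend removed.

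**Figure D1:**
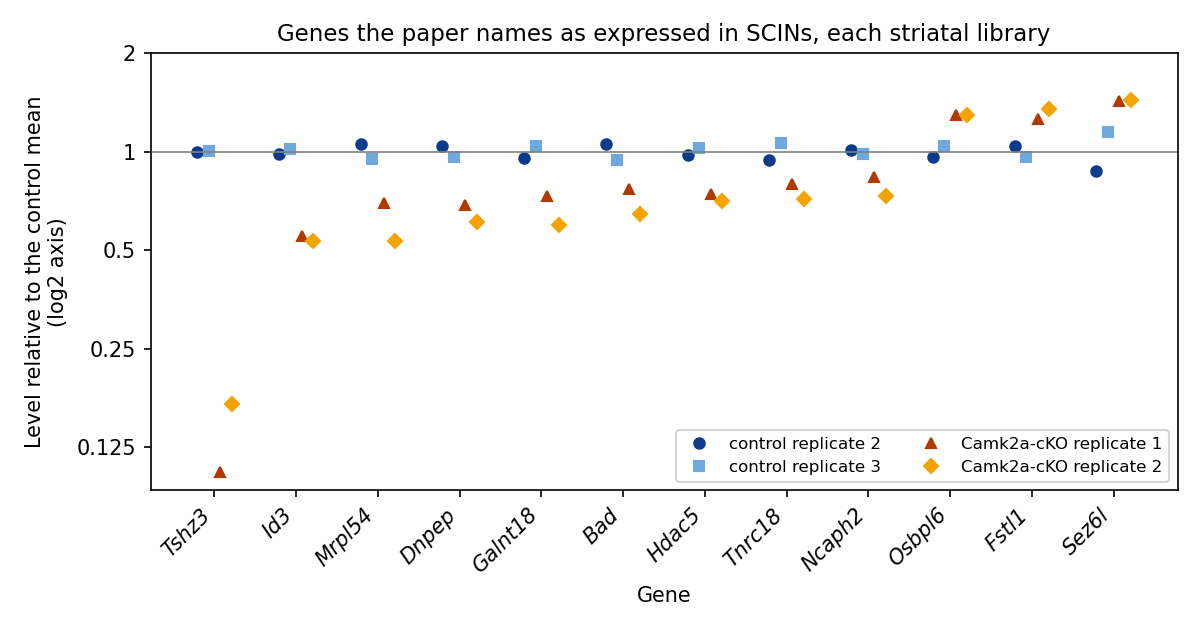
Level of 12 of the 13 genes in each striatal library relative to the control mean, on a log2 axis; each point is 1 pool of mice. Both *Camk2a-cKO* points of *Tshz3* and of *Id3* lie below both control points.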

Comparison of the DEGs with scRNA-seq analysis of striatal interneurons (Munoz-Manchado et al., 2018) identified thirteen DEGs (*Bad, Dnpep, Fstl1, Galnt18, Hdac5, Id3, Mrpl54, Ncaph2, Ntrk1, Osbpl6, Sez6l, Tnrc18*, and *Tshz3*) expressed in SCINs. To further characterize the DEGs, we performed functional and enrichment analyses using EnrichR (Kuleshov et al., 2016) and g:Profiler (Raudvere et al., 2019). These analyses confirmed enrichment for genes expressed in the striatum (Supplementary Tables 1C–E) and revealed KEGG pathways mainly involved in mitochondrial function and neurological disorders (Figure 4A and Supplementary Tables 1F–H). 

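Markers of medium spiny neurons, which make up most of the striatum, were lower in the *Camk2a-cKO* striatum where they passed the test. Of 6 markers of the indirect pathway 3 fell: the adenosine receptor gene *Adora2a* from 11731 ± 312 to 7467 ± 648 normalized counts (SD, n = 2 pools each, log2 fold change -0.65, standard error 0.09, adjusted p = 0.00906 from limma), the orphan receptor gene *Gpr6* (-0.55, 0.0137) and the dopamine receptor gene *Drd2* (-0.37, 0.0682). The enkephalin gene *Penk* had a log2 fold change of -0.40 and did not pass (adjusted p = 0.0860 from limma). Of 7 markers of the direct pathway 2 fell: *Tac1* (-0.42, adjusted p = 0.0337 from limma), which encodes substance P, and the dynorphin gene *Pdyn* (-0.55, 0.0495). Of 17 markers that both pathways share 1 fell, the phosphatase gene *Ptpn5* (-0.42, adjusted p = 0.0622 from limma). Adjusted over the list alone, 5 of the indirect markers fell, 3 of the direct markers fell and 1 rose, and 9 of the shared markers fell. The median log2 fold change was -0.38 for the indirect markers (camera, adjusted p = 9.67e-04), -0.19 for the direct ones (adjusted p = 0.272) and -0.25 for the shared ones (adjusted p = 3.89e-04). Each of the 3 lists had an adjusted p = 0.672 with an estimated correlation. In the same libraries markers of other regions stood apart: the median log2 ratio to the control mean was 0.90 for cortical projection neurons in *Camk2a-cKO* replicate 1 and 1.30 for thalamus, hypothalamus and septum in replicate 2, and RNAs retained in the nucleus had a median log2 fold change of 0.41. Without control replicate 2, control replicate 3 and *Camk2a-cKO* replicate 2, the adjusted p from limma was 0.328, 0.122 and 0.194 for *Drd2*, 0.273, 0.137 and 0.198 for *Ptpn5*, and 0.112, 0.161 and 0.0860 for *Tac1*. For *Pdyn* it was 0.218 without control replicate 2 and 0.0800 without *Camk2a-cKO* replicate 1. Of the 30 markers 6 fell, against 2, 3, 10 and 3 without control replicates 2 and 3 and *Camk2a-cKO* replicates 1 and 2, 1 with the libraries rescaled to the same total, 2 with the length and GC trend removed, 11 with limma's robust variances and 15 with DESeq2.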

We quantified the representation of 36 mitochondrial processes within the DEGs, using the MitoXplorer pipeline (Yim et al., 2020). This analysis revealed that DEGs are distributed in 31 mitochondrial processes, especially within oxidative phosphorylation, translation as well as replication and transcription (Supplementary Figure 1). 

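Of 74 nuclear genes of oxidative phosphorylation tested, 29 fell in the *Camk2a-cKO* striatum and 45 did not pass (36 fell adjusted over the list alone). *Ndufa13*, a complex I subunit gene, had 4474 ± 444 normalized counts in control and 2224 ± 216 in *Camk2a-cKO* (SD, n = 2 pools each). *Ndufb7*, another of complex I, fell from 2267 ± 178 to 1238 ± 70.3 (SD, n = 2 pools each, log2 fold change -0.87, standard error 0.10, adjusted p = 0.00365 from limma). The list's median log2 fold change was -0.25 (camera, adjusted p = 4.12e-09 with the preset correlation, adjusted p = 0.672 with an estimated correlation). For translation in mitochondria, 6 of 78 genes of the mitochondrial ribosome fell (14 adjusted over the list alone), with a median of -0.15 (camera, adjusted p = 6.86e-05, adjusted p = 0.672 with an estimated correlation). They included *Mrpl53*, from 643 ± 14.0 to 349 ± 14.7 (SD, n = 2 pools each, log2 fold change -0.88, standard error 0.12, adjusted p = 0.00906 from limma), *Mrpl20* (-0.62, 0.0138), *Mrps28* (-0.90, 0.0437) and *Mrpl28* (-0.46, 0.0585). The lists of this paragraph were written from general knowledge and are not the gene sets of MitoXplorer, which were not available here. Their counts therefore do not test the paper's result for these processes. Of 23 genes of mitochondrial DNA replication and transcription 0 passed limma's test, 3 had an unadjusted p under 0.05, and 0 passed with edgeR and 0 with DESeq2. Among these, the single-stranded DNA-binding protein gene *Ssbp1* had a log2 fold change of 0.40 (adjusted p = 0.168 from limma) and the mitochondrial RNA polymerase gene *Polrmt* one of -0.41 (0.194). The table holds 0 of the 13 protein genes of mitochondrial DNA itself, under either of their symbols, and they are not analysed here. Without control replicate 2, control replicate 3 and *Camk2a-cKO* replicate 2, 14, 19 and 18 genes of oxidative phosphorylation and 2, 2 and 2 of the mitochondrial ribosome fell, with adjusted p from limma of 0.230, 0.0891 and 0.120 for *Mrps28* and 0.243, 0.164 and 0.111 for *Mrpl28*, which also lost its call without *Camk2a-cKO* replicate 1 (0.0836). With the libraries rescaled to the same total 14 and 3 fell, and with the length and GC trend removed 12 and 1.

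**Figure D2:**
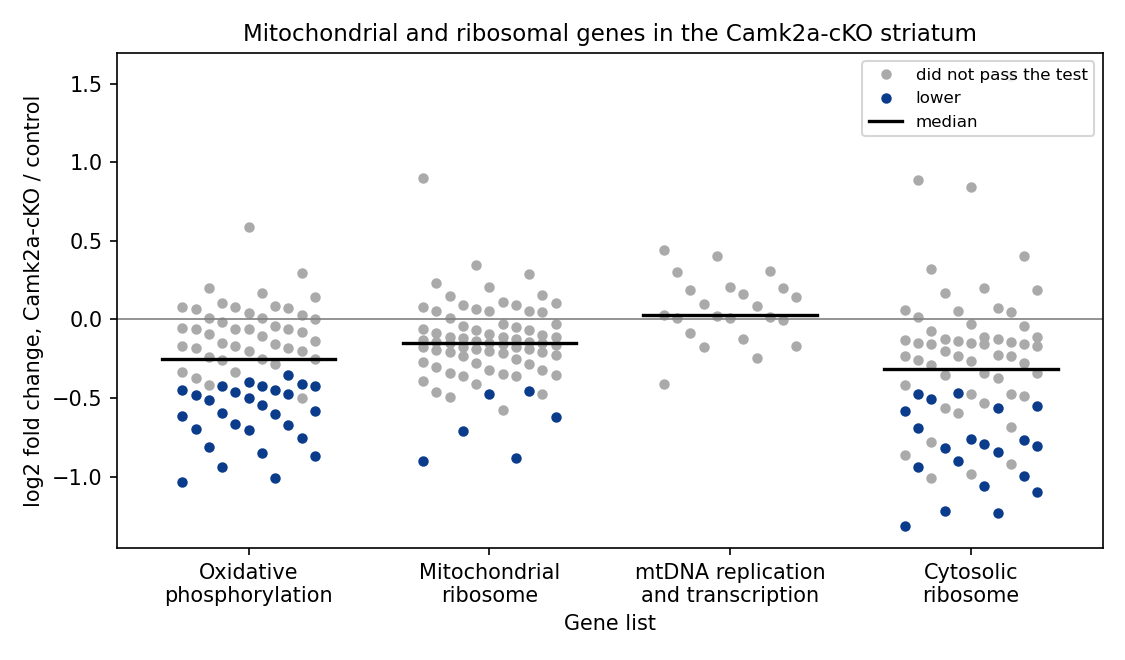
Log2 fold change of each gene of 4 lists in the *Camk2a-cKO* striatum, with the list's median as a bar; blue points fell and grey points did not pass the test. The medians of oxidative phosphorylation and of both ribosomes lie below 0 and that of mitochondrial DNA replication and transcription at 0.03, relative to size factors under which the median of all genes is near 0.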

The KEGG pathway enrichment analysis also identified the association of DEGs in three pathways (glutamatergic synapse, Wnt signaling, and mTOR signaling) associated with ASD (BRITE H02111) (Supplementary Tables 1F,G). 

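The lists used here for these pathways were written from general knowledge and are not the members of the KEGG pathways. The calls are limma's and not the authors' DEGs, so the counts do not test the paper's enrichment. For the glutamatergic synapse, 2 of 36 genes of glutamate receptors and their scaffold fell in the *Camk2a-cKO* striatum and 34 did not pass (5 rose and 3 fell adjusted over the list alone, and camera gave an adjusted p = 0.717). *Grm4*, which encodes a metabotropic glutamate receptor, fell from 1833 ± 5.40 to 1156 ± 46.8 normalized counts (SD, n = 2 pools each, log2 fold change -0.66, standard error 0.09, adjusted p = 0.00906 from limma). *Dlgap3*, a postsynaptic scaffold gene of the striatum, fell from 9880 ± 958 to 6446 ± 787 (SD, n = 2 pools each, log2 fold change -0.62, adjusted p = 0.0201 from limma, 0.0897 without control replicate 3); it did not pass either with the libraries rescaled to the same total or with the length and GC trend removed. The receptor subunit genes *Gria3* (log2 fold change 0.31, adjusted p = 0.0947 from limma) and *Grik1* (0.78, 0.105) did not pass. For Wnt signaling, 1 of 49 genes rose and 1 fell (1 and 2 adjusted over the list alone; camera, adjusted p = 0.971). Both encode secreted Wnt antagonists: *Frzb* rose from 85.8 ± 21.6 to 215 ± 50.4 (SD, n = 2 pools each, log2 fold change 1.32, standard error 0.25, adjusted p = 0.0299 from limma) and *Sfrp1* fell (-0.57, 0.0308). The receptor gene *Fzd2* (-0.46, adjusted p = 0.0852 from limma) did not pass. For mTOR signaling, 0 of 41 genes passed limma's test over all genes, 16 had an unadjusted p under 0.05, and 0 passed with edgeR and 2 with DESeq2, while 1 rose and 5 fell adjusted over the list alone (camera, adjusted p = 0.371). Its lowest adjusted p from limma were those of *Lamtor1* (log2 fold change -0.35, 0.0939), a lysosomal anchor of the pathway, and *Akt1* (-0.32, 0.104). The adjusted p of *Frzb* was 0.112 without control replicate 2 and 0.0771 without *Camk2a-cKO* replicate 1, and that of *Sfrp1* was 0.147, 0.0847 and 0.0916 without control replicates 2 and 3 and *Camk2a-cKO* replicate 2 (limma), and *Sfrp1* did not pass with the same total. Without control replicate 3 1 mTOR gene fell, and without *Camk2a-cKO* replicate 1 4 fell.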

We also performed enrichment analysis on phenotypes predefined by MGI (Mouse Genome Informatics mammalian phenotypes) and found that DEGs are significantly enriched with phenotypes of impaired coordination and hyperactivity (adjusted *P*-value < 0.05) (Supplementary Table 1I). 

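Autism genes changed in both directions in the *Camk2a-cKO* striatum. Of 53 SFARI genes named in Supplementary Tables 2A-C and 3D, the part of the list available here, 52 were tested, of which 20 fell, 14 rose and 18 did not pass. The study chose them among its DEGs, so this count is not independent evidence. Among those that fell were the antioxidant enzyme gene *Gpx1* (log2 fold change -0.63, adjusted p = 0.00964 from limma) and the chromatin gene *Mbd3* (-0.56, 0.0158). Among those that rose were *Scn1a* (0.47, adjusted p = 0.0257 from limma), which encodes a sodium channel, and the transcription factor gene *Nr2f1* (0.72, 0.0341). These 4 names were chosen after their values were seen. The adjusted p from limma was 0.0960 for *Mbd3*, 0.0875 for *Scn1a* and 0.0953 for *Nr2f1* without control replicate 2, 0.113 for *Scn1a* and 0.123 for *Nr2f1* without control replicate 3, and 0.0855 for *Nr2f1* without *Camk2a-cKO* replicate 1. In a list of 36 genes widely linked to ASD, written from general knowledge, 0 passed limma's test, 5 had an unadjusted p under 0.05, and 0 passed with edgeR and 2 with DESeq2 (camera, adjusted p = 0.272). Of these the ankyrin gene *Ank2* had a log2 fold change of 0.30 (adjusted p = 0.0959 from limma). Of the 52 SFARI genes, 5, 7 and 10 fell and 1, 4 and 7 rose without control replicate 2, control replicate 3 and *Camk2a-cKO* replicate 2. With the libraries rescaled to the same total 5 fell and 14 rose, and with the length and GC trend removed 4 fell and 3 rose. With DESeq2 on the recovered reads 29 fell and 22 rose, and with limma's robust variances 26 fell and 15 rose.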

Comparing the 718 human orthologs (Supplementary Table 1J) of the 725 DEGs with the SFARI autism gene list (Abrahams et al., 2013) identified 54 genes (Supplementary Table 1K). Almost half of these genes (25/54 = 46%) belong to the high confidence ASD candidates (SFARI categories 1 and 2). Amongst the ASD candidate gene set, the most significant KEGG pathways and biological processes are related to synaptic signaling (Figure 4B and Supplementary Table 2). 

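Among SFARI genes of the synaptic signaling terms, the GABA receptor gene *Gabra3* rose and *Drd2*, *Adora2a* and *Hras*, of dopamine, adenosine and Ras signaling, fell. Of the 7 SFARI genes under chemical synaptic transmission, *Gabra3*, which encodes an alpha subunit of the GABA-A receptor, rose from 1444 ± 147 to 2108 ± 14.7 normalized counts (SD, n = 2 pools each, log2 fold change 0.55, standard error 0.10, adjusted p = 0.0230 from limma, 0.130 without control replicate 2). *Drd2* fell and the other 5 did not pass, such as the synapsin gene *Syn1* (log2 fold change 0.35, adjusted p = 0.0772 from limma) and *Snap25* (0.41, 0.131), which encodes a vesicle fusion protein. Of the 4 genes under synaptic signaling pathways associated with ASD, *Hras* fell (-0.41, adjusted p = 0.0649 from limma, 0.301 without control replicate 2 and 0.188 without *Camk2a-cKO* replicate 2) and the kinase genes *Mapk3* (-0.31, 0.0852) and *Camk2b* (-0.43, 0.0864) and the NMDA receptor gene *Grin2a* (0.31, 0.113) did not pass. Of the 5 genes under phosphodiesterases in neuronal function, *Adora2a* and *Drd2* fell and *Adcy5* (-0.34, adjusted p = 0.126 from limma), the adenylyl cyclase gene of the striatum, did not pass. The study chose these genes on these libraries, so the counts are not independent evidence, and *Syn1*, *Snap25*, *Hras*, *Mapk3* and *Camk2b* are named after their values were seen. In a separate list of 18 genes of the GABA synapse, 2 rose, *Gabra3* among them, and the vesicular GABA transporter gene *Slc32a1* fell (-0.38, adjusted p = 0.0516 from limma), with 3 that rose and 2 that fell adjusted over the list alone (camera, adjusted p = 0.272). Of 10 acetylcholine receptor genes 0 passed limma's test, 0 had an unadjusted p under 0.05, and 0 passed with edgeR and 0 with DESeq2; *Chrm4*, the muscarinic receptor gene of direct-pathway neurons, had a log2 fold change of -0.20 (adjusted p = 0.392 from limma). Without *Camk2a-cKO* replicate 1, 2 of the 10 fell. The adjusted p from limma was 0.133, 0.232 and 0.0754 for *Slc32a1* without control replicates 2 and 3 and *Camk2a-cKO* replicate 1. With the length and GC trend removed *Gabra3*, *Slc32a1*, *Drd2* and *Hras* did not pass, and with the same total *Slc32a1*, *Drd2* and *Hras* did not. With the same upper quartile neither *Drd2* nor *Hras* passed, and *Drd2* did not with edgeR. DESeq2 on the recovered reads called all 7 genes under chemical synaptic transmission. It also called all 4 under synaptic signaling pathways associated with ASD and all 5 under phosphodiesterases in neuronal function. Limma with robust variances called 4, 3 and 4 of them.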

We then proceeded to identify the DEGs present in both the striatum (725 DEGs; this study) and the cerebral cortex (1025 DEGs) (Chabbert et al., 2019) of *Camk2a-cKO* mice. This analysis identified 235 genes regulated in these two brain regions (Supplementary Table 3A), showing that most of the genes regulated by *Tshz3* are unique to the striatum or the cerebral cortex, suggesting cell-context specificity. Indeed, 196 genes regulated in both these brain structures are differentially responsive (activated in one brain part and repressed in the other, or vice versa), showing that even genes regulated by TSHZ3 both in the striatum and the cerebral cortex can be controlled by distinct mechanisms (Supplementary Table 3B). 

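In the striatum, 179 of these 235 genes fell, 13 rose and 43 did not pass the test, and the cerebral cortex is not analysed here. The study chose the genes on these striatal libraries, so the count is not independent evidence of their direction. Their median log2 fold change was -0.55. Without control replicate 2, control replicate 3 and *Camk2a-cKO* replicate 2, 76, 80 and 107 of them fell. With the libraries rescaled to the same total 80 fell, and with the length and GC trend removed 69. In the other direction, 214 of the 235 fell with DESeq2 on the recovered reads and 201 with limma's robust variances.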

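All 196 genes that the paper reports as regulated in opposite directions had a negative log2 fold change in the *Camk2a-cKO* striatum, under each setting tried, with a median of -0.56 and the smallest at -0.30. Of these genes 167 fell and 29 did not pass the test, while 195 fell with DESeq2 on the recovered reads and 185 with limma's robust variances. Of the other 39 genes common to striatum and cortex 13 rose, 12 fell and 14 did not pass, while 4 rose and 2 fell without control replicate 2, 9 and 6 without control replicate 3, 10 and 7 without *Camk2a-cKO* replicate 2, 15 and 8 with the same total, and 7 and 7 with the length and GC trend removed. The direction is not independent evidence, since the genes were chosen on these libraries. Of the 196 genes, 74, 74 and 100 fell without control replicate 2, control replicate 3 and *Camk2a-cKO* replicate 2, 72 with the libraries rescaled to the same total and 62 with the length and GC trend removed. From the opposite directions in the striatum and the cortex, the paper concludes that TSHZ3 can control the same genes by distinct mechanisms.

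**Figure D3:**
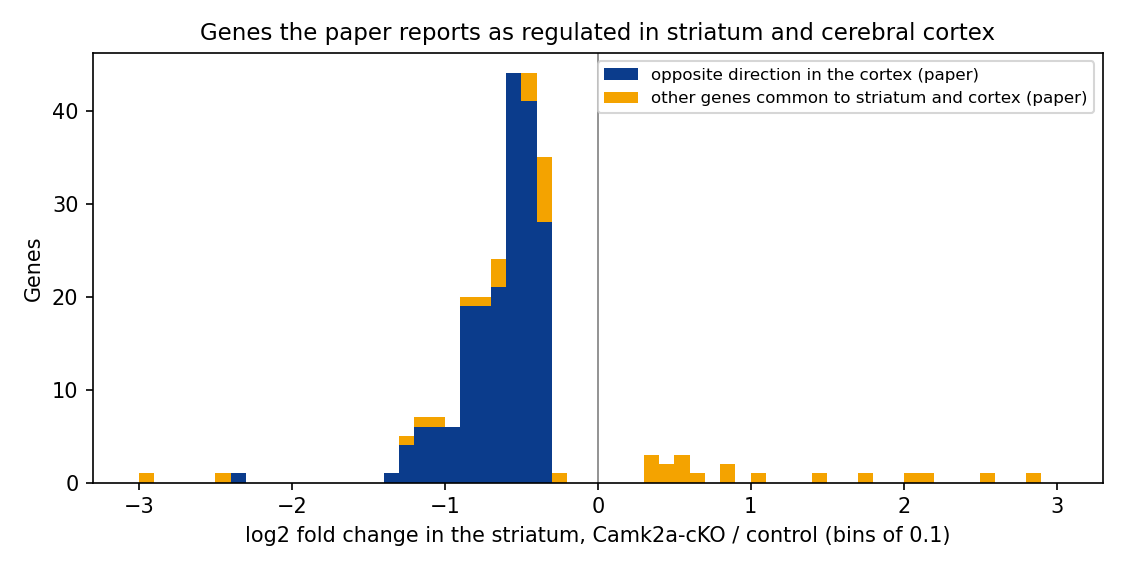
Number of genes by log2 fold change in the striatum, in bins of 0.1, for the 196 genes the paper reports as opposite in the cerebral cortex and for the other 39 common genes. The 196 genes lie below 0.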

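Of the 15 SFARI genes in Supplementary Table 3D, 11 fell, 1 rose and 3 did not pass in the *Camk2a-cKO* striatum, a count that is not independent evidence since the study chose them on these libraries. *Met*, which encodes the receptor of hepatocyte growth factor, rose from 11.3 ± 6.56 to 84.5 ± 24.9 normalized counts (SD, n = 2 pools each, log2 fold change 2.88, standard error 0.49, adjusted p = 0.0184 from limma). This was the highest fold change of all genes that rose, but within its error of the next, that of *Tmem215* (2.69, standard error 0.45, named after its values were seen). DESeq2 on the recovered reads gave *Met* no adjusted p, while the authors' deposited DESeq2 comparison gave it a log2 fold change of 2.91 and an FDR of 1.13e-04. *Sod1*, which encodes a superoxide dismutase, fell from 4023 ± 135 to 2656 ± 101 (SD, n = 2 pools each, log2 fold change -0.60, standard error 0.08, adjusted p = 0.00906 from limma). Besides *Tshz3*, *Adora2a*, *Dlgap3* and *Drd2*, the others that fell were the helicase gene *Mcm6* (-1.06), *Ints1* (-0.56) of the Integrator complex, the histone demethylase gene *Phf2* (-0.55), *Ahdc1* (-0.52), *Ap2s1* (-0.46), which encodes a clathrin adaptor, and the lipoprotein receptor gene *Lrp1* (-0.40), with adjusted p from 0.0230 to 0.0649 (limma). *Celf4*, an RNA-binding protein gene (-0.31, adjusted p = 0.0945 from limma), and *Ppp1r1b*, which encodes DARPP-32 (-0.33, 0.141), did not pass. The adjusted p from limma without control replicate 2 was 0.0811 for *Phf2*, 0.0989 for *Ap2s1*, 0.0912 for *Ahdc1*, 0.112 for *Ints1*, 0.281 for *Lrp1* and 0.288 for *Mcm6*. Without control replicate 3 it was 0.113 for *Phf2*, 0.117 for *Ap2s1*, 0.141 for *Ahdc1*, 0.149 for *Ints1* and 0.105 for *Lrp1*, without *Camk2a-cKO* replicate 1 it was 0.128 for *Mcm6*, and without *Camk2a-cKO* replicate 2 it was 0.126 for *Ints1* and 0.183 for *Lrp1*. With the libraries rescaled to the same total 4 of the 15 fell, and with the length and GC trend removed 3, while with DESeq2 on the recovered reads 13 fell.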

Comparing the 233 human orthologs (Supplementary Table 3C) of the 235 DEGs with SFARI identifies 15 genes including *TSHZ3* (Supplementary Table 3D). 

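Of the 21 genes common to striatum and cortex that the paper lists under oxidative phosphorylation, 20 fell in the *Camk2a-cKO* striatum. *Uqcrq* of complex III fell by 1.03 on the log2 scale (standard error 0.13, adjusted p = 0.00554 from limma), *Cox17*, which encodes a copper chaperone of complex IV, by 1.01 (adjusted p = 0.00856) and *Cox4i1* of complex IV by 0.81 (adjusted p = 0.0103), 3 names chosen after their values were seen. *Atp6v0b*, a proton pump gene, had a log2 fold change of -0.36 and did not pass (adjusted p = 0.0860 from limma). The study chose the 21 genes on these libraries, so their direction is not independent evidence. The count was 13 without control replicate 2, with the libraries rescaled to the same total 13, and with the length and GC trend removed 12.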

Last, functional and enrichment analysis using EnrichR reveals pathways involved in mitochondrial function and neurological disorders (Supplementary Tables 3E–H).

**FIGURE 4:**
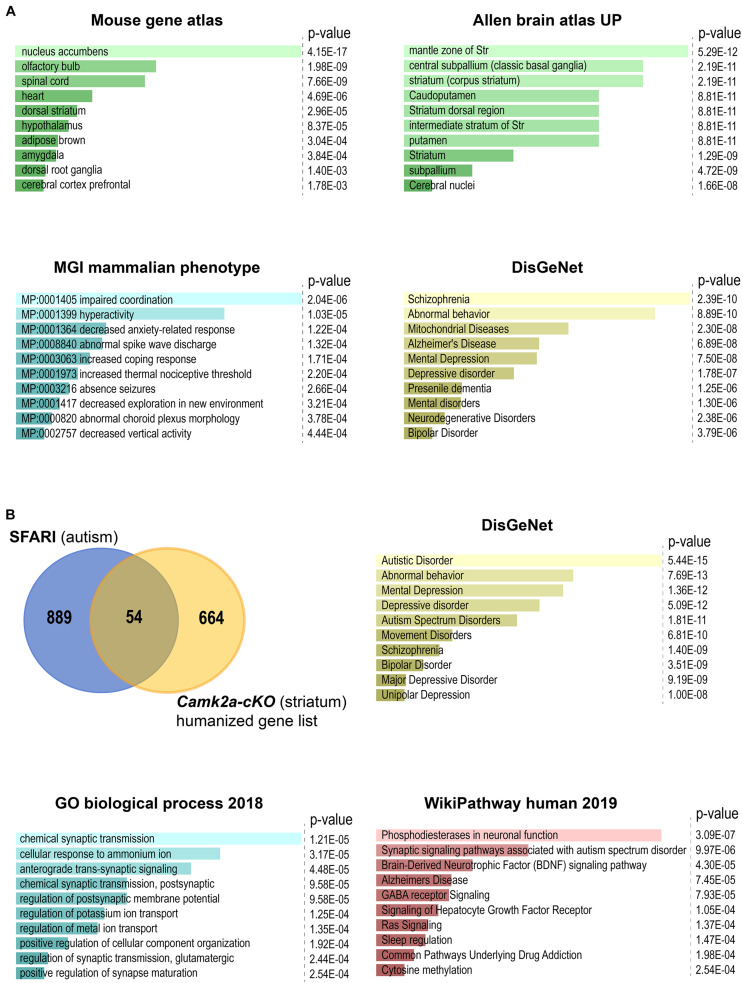
Enrichment analysis using EnrichR of DEGs between *Camk2a-cKO* and control. The bar plots show the top 10 terms selected according to their *P*-value. All enrichment results are also shown in Supplementary Tables 2, 3. **(A)** Analysis of all the DEGs. Highest-scoring is found for: nucleus accumbens, which is part of the ventral striatum, in the mouse gene atlas; terms related to striatum in the Allen brain atlas UP category; impaired coordination, which is commonly associated with ASD, in the MGI mammalian phenotype database; neurological disorders in the crowd-based DisGeNet. **(B)** Analysis of the 54 genes overlapping between the SFARI gene list and human orthologs of our list of DEGs. Highest scoring is found: in DisGeNet for autistic disorder (to note the strong overlap between these terms and those issued from the DisGeNet analysis of the overall set of DEGs); in Gene Ontology Biological Process for terms related to synaptic transmission and membrane potential; in human WikiPathways, for terms related to synaptic signaling pathways, including pathways associated with ASD.

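The genes under the striatal terms of the Mouse Gene Atlas fell in the *Camk2a-cKO* striatum where they passed the test, with 1 exception. Of the 53 genes listed under nucleus accumbens 24 fell, 1 rose (*Traip*, a ubiquitin ligase gene, log2 fold change 0.45, adjusted p = 0.0715 from limma, and 0.105, 0.281 and 0.162 without control replicates 2 and 3 and *Camk2a-cKO* replicate 1) and 28 did not pass, and of the 36 listed under dorsal striatum 21 fell and 15 did not pass. The terms share 26 genes, and 31 of the 63 genes of either term fell. Among them were *Rgs14* (log2 fold change -0.73, adjusted p = 0.00622 from limma), which encodes a regulator of G protein signaling, *Crym* (-0.61, 0.0133), which encodes a thyroid hormone-binding protein of the striatum, and *Baiap2* (-0.57, 0.0158), a postsynaptic scaffold gene. These names were chosen after their values were seen, and the study chose the genes under both terms on these libraries, so their direction is not independent evidence. Of the 63 genes, 9, 10 and 13 fell without control replicate 2, control replicate 3 and *Camk2a-cKO* replicate 2, and the adjusted p from limma without control replicate 2 was 0.0808 for *Crym* and 0.0782 for *Baiap2*. With the libraries rescaled to the same total 6 fell, with the length and GC trend removed 9, and with DESeq2 58.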

## Discussion

As main findings, this study show that (i) all SCINs express TSHZ3 and the main striatal population expressing TSHZ3 are SCINs; (ii) the *Camk2a-Cre* transgene is expressed in the SCIN lineage; (iii) conditional deletion of *Tshz3* using the *Camk2a-Cre* mediates efficient *Tshz3* deletion in SCINs and drives changes in the expression of 725 genes in the striatum, among which 196 are also differentially expressed in the cerebral cortex, suggesting profound alteration of striatal function. These results call to more caution in the interpretation of experiments using *Camk2a-Cre*-dependent gene manipulations and point to SCINs as potential players in the ASD-relevant behavioral abnormalities triggered by *Tshz3* loss in both the heterozygous deletion model (Caubit et al., 2016) and the conditional model using the *Camk2a-Cre* transgene (Chabbert et al., 2019).

Unreported recombinase activity using Cre driver lines can be due to ectopic expression of the *Cre* transgene but also to unappreciated expression of the driver gene itself (Heffner et al., 2012). The *Camk2a* gene has been reported to be expressed postnatally (Bayer et al., 1999) in specific brain regions, including the cerebral cortex and the striatum (Casanova et al., 2001). While the *Camk2a-Cre* transgene has been extensively used to study the postnatal function of genes highly expressed in projection neurons of these regions, as CPNs (Li et al., 2017) and MSNs (von Schimmelmann et al., 2016; Andrade et al., 2017), its expression and/or activity has not been specifically examined in striatal interneurons. To date, expression profiles available in gene expression atlas [i.e., Allen Brain Atlas (Lein et al., 2007)] do not provide information on the striatal cells expressing *CamK2a* and it is only recently that scRNA-seq reported the expression of *CamK2a* not only in MSNs but also in striatal interneurons (Saunders et al., 2018). In this context, genetic lineage tracing represents an efficient way to determine which cellular types express or have once expressed the *CamK2a-Cre* transgene whatever its developmental/postnatal expression profile. As MSNs represent 90% of all striatal neurons, expression of the reporter gene in a specific interneuron class, such as SCINs that constitute less than 2% of the total striatal population, cannot be addressed unless a specific marker for the latter is used. Here, we reveal the expression of the *Camk2a-Cre* transgene in the SCIN lineage by co-immunostaining for the reporter ß-Gal and for CHAT in the striatum of *Camk2a-Cre;Rosa26-STOP-lacZ* mice. The ß-Gal reporter is not detected in the whole SCIN population but in ∼80% of them. This could be due to methodological limitations, such as inefficient excision of the STOP cassette, and/or reflect the diversity of these interneurons recently emphasized by studies of their developmental origin and birthdate (Allaway and Machold, 2017), molecular and electrophysiological profile, and connectivity (Ahmed et al., 2019). In addition, our results call for a better characterization of the expression pattern of the *CamK2a-Cre* transgene, critical for the interpretation of the results generated using this Cre line. In particular, they raise the question of the contribution of SCINs to the phenotypes observed in mouse models of *Tshz3*-deficiency. For instance, we show that the *Tshz3* gene associated with autism (Caubit et al., 2016; Chabbert et al., 2019), known to be expressed in CPNs, is also expressed in SCINs. Moreover, expression of *Cre* allows efficient recombination of the *Tshz3*-floxed allele in SCINs without affecting their viability, as previously shown for CPNs. Therefore, *Tshz3* deletion in both CPNs and SCINs might contribute to altered functioning of the CStr circuitry in the heterozygous *Tshz3* as well as in the conditional *Camk2a-cKO* mouse models. It is worth noting that, although in low number, SCINs are tonically active neurons that represent the main source of striatal cholinergic tone, and act as key regulators of striatal function in health and diseases. Despite evidence for the role of the cholinergic system in the etiology of ASD (Karvat and Kimchi, 2014), the specific involvement of SCINs remains poorly investigated. The findings of this study raise the question of the respective contribution of SCINs and CPNs to the *TSHZ3*-related ASD phenotype.

In addition, we found 725 DEGs in the striatum of *Camk2a-cKO* mice. These gene expression changes might occur in part in SCINs, in particular for the DEGs reported as specific for these interneurons (Munoz-Manchado et al., 2018) as well as in the few *Tshz3*-positive/CHAT-negative striatal cells, in CPN axons (Kim and Jung, 2020) and, in a non-cell autonomous way, in other striatal components. Indeed, we previously reported that *Tshz3* deletion results in altered transmission and plasticity at corticostriatal synapses (Chabbert et al., 2019), which could in turn affect gene expression in their striatal targets (mainly MSNs). *Tshz3* loss in SCINs might also alter their morphofunctional properties and thereby indirectly impact gene expression in their striatal targets. Regarding the pathways dysregulated in the striatum of *Camk2a-cKO* mice, enrichment analysis highlights synaptic activity and mitochondrial function pathways, whose alterations are suggested to contribute to ASD development (Citrigno et al., 2020; Rojas-Charry et al., 2021). In the same line, testing for enrichment of MGI mammalian phenotypes associated with the DEGs identified impaired coordination and hyperactivity, two behaviors that frequently accompany ASD. Similarly, enrichment for Elsevier pathway collection identified DEGs involved in epilepsy, which is found at higher rates in children with ASD than the general population. In conclusion, here we show that conditional *Tshz3* deletion using the *Camk2a-Cre* transgene targets not only CPNs (Casanova et al., 2001; Li et al., 2017) but, unexpectedly, also SCINs, triggering dramatic changes in striatal gene expression. These data call for possible reconsideration of previous findings obtained using *Camk2a-Cr*e-dependent gene deletion, and for careful characterization of transgenic Cre mouse lines.

## Materials and Methods

### Mouse Strains and Genotyping

The *Tshz3^*lacZ*^, Tshz3*^*flox/flox*^, *Camk2a-Cre* [*CaMK2a-iCre* BAC (CKC)] and *Rosa26-STOP-lacZ* mouse lines have been described previously (Mao et al., 1999; Casanova et al., 2001; Caubit et al., 2008; Chabbert et al., 2019). Male heterozygous *Camk2a-Cre* mice were crossed with female *Tshz3*^*flox/flox*^ to obtain *Tshz3* conditional knock-out (cKO) mice (*Camk2a-cKO*) (Casanova et al., 2001). Littermate *Camk2a-Cre^–/–^* mice were used as control. Animals carrying the *Tshz3*^*flox*^ allele and *Tshz3*^Δ^ allele were genotyped as described previously (Chabbert et al., 2019).

### Immunohistochemistry and Histology

All stains were performed on coronal 40 μm cryostat brain sections of postnatal day (P) 28–34 mice, cut at the level of the rostral striatum, from bregma 0 to +1.18 mm, AP (Paxinos and Franklin, 2001). For TSHZ3 immunostaining, brains were immediately removed after euthanasia and frozen in dry ice until use; before incubation with the antibodies, sections were fixed in 4% paraformaldehyde (PFA) for 15 min, then washed twice for 5 min in PBS. For TSHZ3 and CHAT double immunodetection, mice were anesthetized (ketamine + xylazine, 100 + 10 mg/kg, respectively, i.p.) and transcardially perfused with PBS. Brains were immediately dissected out, post-fixed by immersion 2 h in 4% paraformaldehyde in PBS, placed in 30% sucrose in PBS overnight and frozen in dry ice until sectioning. For the other stains, mice under anesthesia were transcardially perfused with 4% PFA in PBS. Brains were removed and post-fixed in 4% PFA for at least 2 h before cryostat sectioning. For all stains, brain sections were washed with PBS and blocked in PBST (0.3% Triton X-100 in 1xPBS) with 5% BSA for 1 h at room temperature. Sections were then incubated in primary antibody diluted in blocking solution (PBST, 1% BSA) overnight at 4°C with the following primary antibodies: goat anti-CHAT (1:100, Millipore, AB144P), rabbit anti-ß-Galactosidase (1:1,000, Cappel, 599762) and guinea-pig anti-TSHZ3 (1:2,000; ref. Caubit et al., 2008). Sections were then washed with PBS three times and incubated overnight at 4°C in secondary antibodies diluted 1:1,000 in blocking solution: donkey anti-guinea pig Cy3 and donkey anti-goat Cy3 (Jackson ImmunoResearch Laboratories); donkey anti-goat Alexa Fluor 488, Donkey anti-Goat AlexaFluor 568 and donkey anti-rabbit Alexa Fluor 488 (Life Technologies). Sections were stained using a 300 μM DAPI intermediate solution (1:1,000, Molecular Probes, Cat# B34650). Sections were then washed with PBS three times, mounted on Superfrost Plus slides (Fischer Scientific) and coverslipped for imaging on a laser scanning confocal microscope (Zeiss LSM780 with Quasar detection module). Spectral detection bandwidths (nm) were set at 411-473 for DAPI, 498-568 for GFP and 568-638 for Cy3; pinhole was set to 1 Airy unit. Unbiased counting of CHAT-, TSHZ3-, and ß-Gal-positive neurons were done on the whole surface the dorsal striatum (excluding the nucleus accumbens) of confocal images using ImageJ software (see figure legends for details). Images were assembled using Photoshop 21.2.3. Statistical analysis was performed using GraphPad Prism 7.05. Data were analyzed by unpaired Student’s *t*-test or by Mann–Whitney test when they passed or not, respectively, the D’Agostino–Pearson normality test. A *P*-value < 0.001 was considered significant.

### RNA Sequencing Analysis

Three independent replicates, each containing the dorsal striata from 3 to 4 *Camk2a-cKO* mice and littermate controls (P34), were prepared for analysis. RNA and cDNA preparation, as well as cDNA sequencing, were performed as previously reported (Chabbert et al., 2019). We used STAR (Dobin et al., 2013) with standard parameters to align RNA-seq reads to the latest release of the mouse genome (mm10) downloaded from UCSC (as of March 2020). Read counting was performed using featureCounts (Liao et al., 2014). One replicate of control and one of *Camk2a-cKO* were discarded before further analysis due to inconsistent clustering during principal component analysis. Differential expression analysis was done using DESeq2 (Love et al., 2014). DESeq2 results, as well as the list of DEGs used for enrichment analysis and KEGG pathway mapping (representing genes with a FDR ≤ 0.075 and a fold change of 1.25 (log2FC: |0.25|), are shown in Supplementary Table 1B. Enrichment analysis was done using EnrichR (Chen et al., 2013; Kuleshov et al., 2016).

### Quantitative RT-qPCR

Total RNA from control and *Tshz3* mutant (P28) cerebral cortex was prepared using Rneasy Plus Universal Mini Kit gDNA eliminator (Qiagen^TM^) and first strand cDNA was synthesized using iScript Reverse Transcription Supermix kit (Bio-RAD^TM^). Real-time quantitative PCR (RT-qPCR) was performed on a CFX96 qPCR detection system (Bio-RAD^TM^) using SYBR^®^ GreenER^TM^ qPCR SuperMixes (Life Technologies^TM^). RT-qPCR conditions: 40 cycles of 95°C for 15 s and 60°C for 60 s. Analyses were performed in triplicate. Transcript levels were first normalized to the housekeeping gene *Gapdh*. Primer sequences used for RT-qPCR: *Gapdh* Forward: 5′-GTCTCCTGCGACTTCAACAGCA-3′; *Gapdh* Reverse: 5′-ACCACCCTGTTGCTGTAGCCGT-3′. *Tshz3* Forward: 5′-CACTCCTTCCAGCATCTCTGAG-3′; *Tshz3* Reverse: 5′-TAGCAGGTGCTGAGGATTCCAG-3′. Statistical analysis was performed by unpaired Student’s *t*-tests by using the qbasePLUS software version 2 (Biogazelle). A *P*-value < 0.05 was considered significant.

## URLs

http://dropviz.org

https://www.genome.jp/kegg/brite.html

http://mitoxplorer.ibdm.univ-mrs.fr.

## Data Availability Statement

The data that support the findings of this study are available from the corresponding author upon reasonable request. Raw data (FastQ files) from the sequencing experiment (triplicates from wild-type and *Tshz3*-mutant striatum) and raw abundance measurements for genes (read counts) for each sample are available from Gene Expression Omnibus (GEO) under accession GSE157658, which should be quoted in any manuscript discussing the data.

## Ethics Statement

The animal study was reviewed and approved by “Comité National de Réflexion Ethique sur l’Expérimentation Animale n°14” (ID numbers 57-07112012, 2019020811238253-V2 #19022, and 2020031615241974-V5 #25232) and were in agreement with the recommendations of the European Communities Council Directive (2010/63/EU).

## Author Contributions

EA, XC, DC, and FD performed the histological experiments and quantitative analyses. EA, XC, and FD performed the CHAT cell lineage experiments. AF and XC prepared the samples for RNA-seq. BH and IM performed the RNA-seq analysis, pathway analysis, and enrichment analysis. EA and XC generated and maintained the transgenic mouse lines. XC, LF, BH, and PG conceived the project, supervised the work and wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

Supplementary Figure 1 Interactome view of 36 mitochondrial processes within the DEGs. Striatal DEGs are distributed in 31 mitochondrial processes, especially within oxidative phosphorylation, translation as well as replication and transcription. Individual bubbles represent genes of a process; blue and red, indicate up- or down-regulated genes within a process, respectively. Bubble size indicates log2 fold change values. This scheme was built using the “Interactome View” tool available on mitoXplorer web-plateform http://mitoxplorer.ibdm.univ-mrs.fr/index.php.

## References

[B1] AbrahamsB. S.ArkingD. E.CampbellD. B.MeffordH. C.MorrowE. M.WeissL. A. (2013). Sfari gene 2.0: a community-driven knowledgebase for the autism spectrum disorders (asds). *Mol. Autism* 4:36. 10.1186/2040-2392-4-36 24090431PMC3851189

[B2] AbudukeyoumuN.Hernandez-FloresT.Garcia-MunozM.ArbuthnottG. W. (2019). Cholinergic modulation of striatal microcircuits. *Eur. J. Neurosci.* 49 604–622. 10.1111/ejn.13949 29797362PMC6587740

[B3] AhmedN. Y.KnowlesR.DehorterN. (2019). New insights into cholinergic neuron diversity. *Front. Mol. Neurosci.* 12:204. 10.3389/fnmol.2019.00204 31551706PMC6736589

[B4] AllawayK. C.MacholdR. (2017). Developmental specification of forebrain cholinergic neurons. *Dev. Biol.* 421 1–7. 10.1016/j.ydbio.2016.11.007 27847324

[B5] AndradeE. C.MusanteV.HoriuchiA.MatsuzakiH.BrodyA. H.WuT. (2017). Arpp-16 is a striatal-enriched inhibitor of protein phosphatase 2a regulated by microtubule-associated serine/threonine kinase 3 (mast 3 kinase). *J. Neurosci.* 37 2709–2722. 10.1523/JNEUROSCI.4559-15.2017 28167675PMC5354324

[B6] BayerK. U.LohlerJ.SchulmanH.HarbersK. (1999). Developmental expression of the cam kinase ii isoforms: ubiquitous gamma- and delta-cam kinase ii are the early isoforms and most abundant in the developing nervous system. *Brain Res. Mol. Brain Res.* 70 147–154. 10.1016/s0169-328x(99)00131-x10381553

[B7] CasanovaE.FehsenfeldS.MantamadiotisT.LembergerT.GreinerE.StewartA. F. (2001). A camkiialpha icre bac allows brain-specific gene inactivation. *Genesis* 31 37–42.1166867610.1002/gene.1078

[B8] CaubitX.GubelliniP.AndrieuxJ.RoubertouxP. L.MetwalyM.JacqB. (2016). Tshz3 deletion causes an autism syndrome and defects in cortical projection neurons. *Nat. Genet.* 48 1359–1369. 10.1038/ng.3681 27668656PMC5083212

[B9] CaubitX.LyeC. M.MartinE.CoreN.LongD. A.VolaC. (2008). Teashirt 3 is necessary for ureteral smooth muscle differentiation downstream of shh and bmp4. *Development* 135 3301–3310.1877614610.1242/dev.022442

[B10] ChabbertD.CaubitX.RoubertouxP. L.CarlierM.HabermannB.JacqB. (2019). Postnatal tshz3 deletion drives altered corticostriatal function and autism spectrum disorder-like behavior. *Biol. Psychiatry* 86 274–285. 10.1016/j.biopsych.2019.03.974 31060802

[B11] ChenE. Y.TanC. M.KouY.DuanQ.WangZ.MeirellesG. V. (2013). Enrichr: interactive and collaborative html5 gene list enrichment analysis tool. *BMC Bioinform.* 14:128. 10.1186/1471-2105-14-128 23586463PMC3637064

[B12] CitrignoL.MugliaM.QualtieriA.SpadaforaP.CavalcantiF.PioggiaG. (2020). The mitochondrial dysfunction hypothesis in autism spectrum disorders: current status and future perspectives. *Int. J. Mol. Sci.* 21:5785. 10.3390/ijms21165785 32806635PMC7461038

[B13] DobinA.DavisC. A.SchlesingerF.DrenkowJ.ZaleskiC.JhaS. (2013). Star: ultrafast universal rna-seq aligner. *Bioinformatics* 29 15–21. 10.1093/bioinformatics/bts635 23104886PMC3530905

[B14] GerfenC. R.SurmeierD. J. (2011). Modulation of striatal projection systems by dopamine. *Annu. Rev. Neurosci.* 34 441–466. 10.1146/annurev-neuro-061010-113641 21469956PMC3487690

[B15] HeffnerC. S.Herbert PrattC.BabiukR. P.SharmaY.RockwoodS. F.DonahueL. R. (2012). Supporting conditional mouse mutagenesis with a comprehensive cre characterization resource. *Nat. Commun.* 3:1218. 10.1038/ncomms2186 23169059PMC3514490

[B16] KarvatG.KimchiT. (2014). Acetylcholine elevation relieves cognitive rigidity and social deficiency in a mouse model of autism. *Neuropsychopharmacology* 39 831–840. 10.1038/npp.2013.274 24096295PMC3924518

[B17] KawaguchiY. (1997). Neostriatal cell subtypes and their functional roles. *Neurosci. Res.* 27 1–8. 10.1016/s0168-0102(96)01134-09089693

[B18] KimE.JungH. (2020). Local mrna translation in long-term maintenance of axon health and function. *Curr. Opin. Neurobiol.* 63 15–22. 10.1016/j.conb.2020.01.006 32087477

[B19] KuleshovM. V.JonesM. R.RouillardA. D.FernandezN. F.DuanQ.WangZ. (2016). Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. *Nucleic Acids Res.* 44 W90–W97. 10.1093/nar/gkw377 27141961PMC4987924

[B20] LeinE. S.HawrylyczM. J.AoN.AyresM.BensingerA.BernardA. (2007). Genome-wide atlas of gene expression in the adult mouse brain. *Nature* 445 168–176. 10.1038/nature05453 17151600

[B21] LiW.Pozzo-MillerL. (2020). Dysfunction of the corticostriatal pathway in autism spectrum disorders. *J. Neurosci. Res.* 98 2130–2147. 10.1002/jnr.24560 31758607PMC7242149

[B22] LiY.YouQ. L.ZhangS. R.HuangW. Y.ZouW. J.JieW. (2017). Satb2 ablation impairs hippocampus-based long-term spatial memory and short-term working memory and immediate early genes (iegs)-mediated hippocampal synaptic plasticity. *Mol. Neurobiol.* 10.1007/s12035-017-0531-5 [Epub ahead of print]. 28421537

[B23] LiaoY.SmythG. K.ShiW. (2014). Featurecounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* 30 923–930. 10.1093/bioinformatics/btt656 24227677

[B24] LoveM. I.HuberW.AndersS. (2014). Moderated estimation of fold change and dispersion for rna-seq data with deseq2. *Genome Biol.* 15:550. 10.1186/s13059-014-0550-8 25516281PMC4302049

[B25] MaoX.FujiwaraY.OrkinS. H. (1999). Improved reporter strain for monitoring cre recombinase-mediated DNA excisions in mice. *Proc. Natl. Acad. Sci. U. S. A.* 96 5037–5042. 10.1073/pnas.96.9.5037 10220414PMC21812

[B26] MatamalesM.GotzJ.Bertran-GonzalezJ. (2016). Quantitative imaging of cholinergic interneurons reveals a distinctive spatial organization and a functional gradient across the mouse striatum. *PLoS One* 11:e0157682. 10.1371/journal.pone.0157682 27314496PMC4912095

[B27] Munoz-ManchadoA. B.Bengtsson GonzalesC.ZeiselA.MungubaH.BekkoucheB.SkeneN. G. (2018). Diversity of interneurons in the dorsal striatum revealed by single-cell rna sequencing and patchseq. *Cell Rep.* 24 2179–2190.e7. 10.1016/j.celrep.2018.07.053 30134177PMC6117871

[B28] PaxinosG.FranklinK. B. J. (2001). *The Mouse Brain in Stereotaxic Coordinates*, 2nd Edn. Cambridge, MA: Academic Press.

[B29] RapanelliM.FrickL. R.XuM.GromanS. M.JindachomthongK.TamamakiN. (2017). Targeted interneuron depletion in the dorsal striatum produces autism-like behavioral abnormalities in male but not female mice. *Biol. Psychiatry* 82 194–203. 10.1016/j.biopsych.2017.01.020 28347488PMC5374721

[B30] RaudvereU.KolbergL.KuzminI.ArakT.AdlerP.PetersonH. (2019). G:Profiler: a web server for functional enrichment analysis and conversions of gene lists (2019 update). *Nucleic Acids Res.* 47 W191–W198. 10.1093/nar/gkz369 31066453PMC6602461

[B31] ReinerA.HartN. M.LeiW.DengY. (2010). Corticostriatal projection neurons – dichotomous types and dichotomous functions. *Front. Neuroanat.* 4:142. 10.3389/fnana.2010.00142 21088706PMC2982718

[B32] Rojas-CharryL.NardiL.MethnerA.SchmeisserM. J. (2021). Abnormalities of synaptic mitochondria in autism spectrum disorder and related neurodevelopmental disorders. *J. Mol. Med. (Berl.)* 99 161–178. 10.1007/s00109-020-02018-2 33340060PMC7819932

[B33] SaundersA.MacoskoE. Z.WysokerA.GoldmanM.KrienenF. M.de RiveraH. (2018). Molecular diversity and specializations among the cells of the adult mouse brain. *Cell* 174 1015–1030e1016. 10.1016/j.cell.2018.07.028 30096299PMC6447408

[B34] ShepherdG. M. (2013). Corticostriatal connectivity and its role in disease. *Nat. Rev. Neurosci.* 14 278–291. 10.1038/nrn3469 23511908PMC4096337

[B35] SohurU. S.PadmanabhanH. K.KotchetkovI. S.MenezesJ. R.MacklisJ. D. (2012). Anatomic and molecular development of corticostriatal projection neurons in mice. *Cereb. Cortex* 24 293–303. 10.1093/cercor/bhs342 23118198PMC3888374

[B36] TepperJ. M.KoosT.Ibanez-SandovalO.TecuapetlaF.FaustT. W.AssousM. (2018). Heterogeneity and diversity of striatal gabaergic interneurons: update 2018. *Front. Neuroanat.* 12:91. 10.3389/fnana.2018.00091 30467465PMC6235948

[B37] von SchimmelmannM.FeinbergP. A.SullivanJ. M.KuS. M.BadimonA.DuffM. K. (2016). Polycomb repressive complex 2 (prc2) silences genes responsible for neurodegeneration. *Nat. Neurosci.* 19 1321–1330. 10.1038/nn.4360 27526204PMC5088783

[B38] YimA.KotiP.BonnardA.MarchianoF.DurrbaumM.Garcia-PerezC. (2020). Mitoxplorer, a visual data mining platform to systematically analyze and visualize mitochondrial expression dynamics and mutations. *Nucleic Acids Res.* 48 605–632. 10.1093/nar/gkz1128 31799603PMC6954439

How the deposited data were processed for this re-analysis (not part of the article)

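Dorsal striata of P34 *Camk2a-cKO* mice and control littermates were sequenced by the authors after selection of poly(A) RNA, with 3 replicates per genotype, each a pool of 3 to 4 mice. Of these, control replicates 2 and 3 and *Camk2a-cKO* replicates 1 and 2 were analysed, 2 libraries per genotype. The 2 replicates that the authors discarded after principal component analysis are not analysed here. The submitters' processing notes and the methods name STAR, the mm10 genome, featureCounts and DESeq2. The deposited signal per gene is the read count divided by 1 size factor per library, computed by the authors with DESeq2. The deposited log2 fold changes, p-values and FDR are those of the authors' DESeq2 comparison, and the deposited fold change ratio of the authors' DEGs equals e, not 2, to the power of their log2 fold change. They serve here only for comparison with the authors' results. The reads recovered from the normalized counts of each library were whole to within 6.05e-09 reads, and they total 16450065 to 41012800 per library. The fewest reads of a gene summed over the 4 libraries were 21. The genes were joined to the GENCODE annotation of mm10 by symbol (14902 genes) or older symbol (4 genes), which covers 98.3%, and 253 genes had no match. The annotation gave names, positions, transcript lengths and GC content.

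The main comparison used R 4.3.3 and limma 3.58.1 on the log2 of the normalized count plus 1, with the variance trended on the mean, in the 15084 genes with a mean of at least 10 over the 4 libraries, and 75 genes fell below this minimum. P-values were adjusted by the method of Benjamini and Hochberg. A gene was called at an adjusted p of at most 0.075 with a log2 fold change beyond 0.25, the thresholds of the paper. On data simulated from these libraries, with 15084 genes, this test found 41.8% of 67 genes with a log2 change of 0.5, 94% of 67 with a change of 1 and 100% of 66 with a change of 2, and called 0.15% of 14884 unchanged genes. The changed genes were drawn among those with a mean of at least 50, so the shares found do not cover genes below it. Each gene was simulated on its own, without trends shared across genes, so the share of false calls in the real libraries may differ. No covariate was fitted.

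Gene lists were written from general knowledge before the data were examined, as were the tests and alternatives apart from those named as added. The first and last genes of the authors' own table in Supplementary Table 1 had been seen by then, among them *Slc6a7*, *Cwc22*, *Rplp1*, *Rplp2*, *Rps21*, *Rpl8* and several genes of complexes I and III, so the lists of the cytosolic ribosome and of oxidative phosphorylation were not written blind to their direction. The lists cover oxidative phosphorylation, mitochondrial DNA, the cytosolic and the mitochondrial ribosome, replication and transcription of mitochondrial DNA, medium spiny neurons (shared, direct and indirect pathway), cholinergic neurons, GABAergic interneurons, cortical projection neurons, and neurons of the thalamus, hypothalamus and septum. They also cover astrocytes, oligodendrocytes and their precursors, microglia, vessels, meninges, choroid plexus and ependyma, blood, immediate early genes, glutamate and GABA synapses, acetylcholine receptors, Wnt and mTOR signaling, ASD, nuclear RNAs, the neighbors of *Camk2a* and of *Tshz3*, and sex-linked genes, together with the 13 SCIN genes of the paper. Each list was tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry, adjusted over the lists, and a list was called at an adjusted p under 0.05. The sets of genes under terms of the supplementary tables were counted by direction and not tested for enrichment. Named genes are those the paper names for this experiment, *Camk2a* and *Chat*, the 10 called genes with the lowest adjusted p in each direction, up to 4 genes with the lowest adjusted p per list, the 15 SFARI genes common to striatum and cortex, and the highest and lowest fold change among the calls. Other names are said to be chosen after their values were seen.

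The other settings tried were an added 0.5 or 8 in place of 1, no minimum or a minimum mean of 50, rescaling of the libraries by TMM, to the same total or to the same upper quartile, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, limma without the variance trend or with robust variances, an adjusted p under 0.05, a fold change over 1.25, no fold threshold, removal in each library of a smooth trend on transcript length and GC content (natural splines with 5 degrees of freedom), and leaving out each library. With 1 library left in a genotype, limma takes its spread to be that of the other genotype. Chosen after seeing the data were the same trend removal with the ribosomal and oxidative phosphorylation genes left out of the trend, thinning of the reads to the total of the shallowest library, and rescaling to the same total without *Rn45s*. Lists matched on GC content, transcript length and mean level were drawn 10000 times. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

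Supplementary Table 1A was available here for 1998 of its genes, other sheets of Supplementary Tables 1 and 2 only in part, and no overlap or enrichment was run on a part. Results for some single genes are not reported here. The phenotype terms, the SFARI categories and the cerebral cortex data were not analysed here.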

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

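The tests of *Slc6a7* and *Slc17a6* given here were chosen after the result was seen.

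*Slc6a7*, outside the genes the paper discusses, rose above both controls in both *Camk2a-cKO* libraries (log2 fold change 1.71). Cortical neurons in the dissected tissue as the whole cause are argued against, since 10 of 12 cortical markers had a log2 fold change more than 2 standard errors below that of *Slc6a7*. The median log2 ratio of the 12 to the control mean was 0.90 in *Camk2a-cKO* replicate 1, where *Slc6a7* was higher (3059 normalized counts), and -0.23 in replicate 2 (2176), so a part in replicate 1 is not excluded. The gene lies 7228 bases past the end of *Camk2a*, so extra copies on the BAC that carries *Camk2a-Cre* may raise it. Of 8 other tested genes of the region, *Camk2a* among them, 0 rose in limma's test. Among these, *Arsi*, on the other side of *Camk2a*, had 48.7 and 12.2 normalized counts in the *Camk2a-cKO* libraries against 8.82 and 10.2 in the controls (log2 fold change 1.29, standard error 0.69, adjusted p = 0.349 from limma). Extra copies and an effect of the loss of *Tshz3* cannot be told apart, because every *Camk2a-cKO* library carries the transgene, no control does, and the ends of the BAC are not given.

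*Slc17a6*, also outside those genes, rose by a log2 fold change of 2.18, with 201 normalized counts in *Camk2a-cKO* replicate 1 and 463 in replicate 2 against 65.1 and 68.0 in the controls. A trend on transcript length and GC content as the whole cause is argued against by the size of that trend. Over 10 groups of genes by GC content the mean log2 fold change ran only from -0.19 to 0.12. Over 10 groups by transcript length it ran from -0.15 to 0.05. The log2 fold change of *Slc17a6* was 2.06 once the trend was removed, but removal of so small a trend could hardly have ended it. Tissue of the thalamus, hypothalamus or septum may have entered the dissection: 1 of 5 other markers of these regions was above both controls in both *Camk2a-cKO* libraries, 4 were in replicate 2 and 1 in replicate 1. In replicate 2, *Zic1* reached 993.7 against 414.7 and 329.3 in the controls, and *Prkcd* 633.6 against 263.6 and 296.9. Such tissue and a change within the striatum cannot be told apart, because only 1 of the 5 markers, *Gal*, is as low in the controls as *Slc17a6* and the others could hide a small share. *Gal* is also the marker above both controls in both *Camk2a-cKO* libraries. It had 8.1 and 30.4 normalized counts in replicates 1 and 2 against 2.2 and 0.6 in the controls, which rests on few reads (log2 fold change 2.89, standard error 0.98, adjusted p = 0.154 from limma).

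The following results, in genes or measures the paper does not discuss, lay above the controls or apart from the other libraries. *Cwc22*, which encodes a splicing factor, rose by a log2 fold change of 1.49. *Rasgrf2* rose by 1.09, and *Plcxd2* by 1.02. For the channel and exchanger genes the values were 0.96 (*Kcnc2*) and 0.62 (*Slc8a1*, whose adjusted p from limma was 0.0805 without control replicate 2). *Vamp1* rose by 0.73, *Sphkap* by 0.81 and *Pvalb* by 1.08. *Xist*, an RNA of cells with 2 X chromosomes, had a normalized count of 4170 in control replicate 2 and 2840 in *Camk2a-cKO* replicate 1, against 19.7 in control replicate 3 and 9.12 in *Camk2a-cKO* replicate 2, while the labels call every pool male. *Rn45s* held 11.5% of the normalized counts of control replicate 2.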

How the results depend on the processing

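The removal of the length and GC trend fitted without ribosomal and oxidative phosphorylation genes, the thinning to equal depth and the total without *Rn45s* were chosen after the results were seen, and the other settings beforehand.

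*Tshz3* fell under every alternative (log2 fold change -3.25 to -2.56), with an adjusted p at or under 0.0153 except without limma's variance trend (log2 fold change -2.90, adjusted p = 0.290, of a range from 4.67e-12), where 0 genes passed and each of the counts below except that of lists was 0 (2135 genes had an unadjusted p under 0.05; edgeR called 585 and DESeq2 765). The 571 called genes became 325 at an adjusted p under 0.05, 165 with the length and GC trend removed, 180 with the added form of that removal, and 149 to 948 with 1 library left out. The 162 that rose became 281 with the same total, 73 at the stricter adjusted p, 51 and 52 with the 2 trend removals, and 34 to 266 with 1 library left out; the 409 that fell became 126, 252, 114 and 128, and 115 to 682. The 10 SCIN genes became 6 with the same total, 5 at the stricter adjusted p, 4 and 5 with the trend removals, and 2 to 12 with 1 library left out. Genes of oxidative phosphorylation that fell, 29, became 14 with the same total, 12 and 15 with the trend removals, and 14 to 27 with 1 library left out; those of the cytosolic ribosome, 21, became 12 and 13, and 10 to 22. The 6 medium spiny neuron markers that fell became 1 with the same total, 15 with DESeq2, 11 with robust variances, 2 and 3 with the trend removals, and 2 to 10 with 1 library left out. The 20 SFARI genes that fell became 5 with the same total, 13 at the stricter adjusted p, 4 and 5 with the trend removals, and 5 to 23 with 1 library left out. The 179 common genes that fell became 80, 69 and 78 with the same total and the trend removals, and 76 to 194 with 1 library left out; the 31 atlas genes became 6, 9 and 12, 58 with DESeq2, and 9 to 45 with 1 library left out. The 9 called lists became 8 to 14 with 1 library left out, and 0 with an estimated correlation and 0 with fry. For the stricter adjusted p the construction shows the cause. For the same total, leaving *Rn45s* out of the total brought the counts part of the way back, to 528 called genes, 240 that rose and 288 that fell. The counts were then 9 SCIN genes, 26 of oxidative phosphorylation, 4 medium spiny neuron markers, 14 SFARI genes, 150 common genes and 22 atlas genes. Part of the shift with the same total thus went with *Rn45s*. For the remaining settings, among them the libraries left out, which moved counts both up and down, the cause was not tested.

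Of the 562 called genes with a known length and GC content 151 were still called once the trend was removed. Over the 562 genes the median size of the log2 fold change went from 0.55 to 0.43 and the median standard error from 0.11 to 0.10. Reversed signs occurred in genes that did not pass in the main comparison: with the same total, *Chat* 0.0351, *Gpr17* 0.0096 and *Zfp507* 0.0079, and with the trend removals, *C1ql1* 0.0632 and 0.0594. With 1 library left out the log2 fold change ran from -0.0371 to 1.18 for *Prkcd*, -0.44 to 0.0779 for *Col1a2*, -0.13 to 0.38 for *Uty*, -0.17 to 0.0027 for *Chat* and -0.10 to 0.17 for *Camk2a* (-0.0046 without control replicate 2), and from -4.86 to 3.27 for *Xist* (3.03 without control replicate 2). Of the 152 named genes, 47 kept the same sign and stayed passing or not passing in each setting chosen beforehand other than those that leave out a library, and all 47 are genes that did not pass, since each of the 74 that passed lost its call without limma's variance trend. No paired analysis was possible by replicate number because the libraries share only replicate number 2. Pairing the libraries by their *Xist* level in the fit was not tried. With all libraries thinned to the 16450065 reads of the shallowest, 180 genes rose and 373 fell, and 494 of the 571 were still called.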

Differences from the paper's values

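No test in this part was chosen after the result was seen, and the other settings named were set before the data were examined.

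On the log2 scale *Tshz3* fell by 2.26 in the paper's value (legend of Figure 3C) and by 2.90 here (standard error 0.29), and under each setting set beforehand the value differs from the paper's. The Log2FC of *Tshz3* in the authors' deposited table is -2.90. The paper's adjusted p for *Tshz3* is below 1e-14 and the value here is 0.00257, and none of the settings reaches it; the lowest is 4.67e-12 with DESeq2, and the authors' deposited table gives 3.52e-12. The *Tshz3* level in *Camk2a-cKO* is about 20 in Fig. 3C, read by eye, and 30.6 here. In the authors' table of DEGs the column of fold changes gives 0.0548 for *Tshz3*, where the ratio here is 0.134 and e to the power of its log2 is 0.0548. In all 725 genes that column equals e to the power of the Log2FC column, and in 0 genes 2 to that power.

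The paper places 13 DEGs in SCINs, of which *Fstl1* (log2 fold change 0.38, adjusted p = 0.0762 from limma), *Tnrc18* (-0.40, 0.0771) and *Ncaph2* (-0.35, 0.0852) did not pass here at the paper's thresholds. DESeq2 on the recovered reads and limma with robust variances call all 13. Of the paper's 725 DEGs, 545 were called here in the same direction, 180 were not called and 0 were called in the opposite direction, and 26 genes were called only here. DESeq2 on the recovered reads called 706 of the 725, and limma with robust variances 637.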

Other observations

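The tests of the length and GC trend against matched lists and of the splits of the libraries were chosen after the results were seen, while the thinning of the reads was set before its outcome was known.

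Of 17 immediate early genes, which neurons switch on with activity, 5 fell in the *Camk2a-cKO* striatum and 12 did not pass (10 fell adjusted over the list alone). Their median log2 fold change was -0.36 (camera, adjusted p = 3.89e-04, adjusted p = 0.672 with an estimated correlation; fry, adjusted p = 0.313). Those that fell were *Nr4a3* (-0.69, adjusted p = 0.0133 from limma), *Junb* (-1.16, 0.0326), *Egr2* (-0.84, 0.0421), *Egr4* (-0.75, 0.0630) and *Fos* (-0.58, 0.0682), the last named after its values were seen. Without control replicate 3, 1 fell and 1 rose (adjusted p = 0.130 for *Junb*, 0.132 for *Egr2*, 0.293 for *Egr4* and 0.167 for *Fos*); without *Camk2a-cKO* replicate 1, 8 fell; and without *Camk2a-cKO* replicate 2, 2 fell. The adjusted p from limma was 0.0891 for *Egr2*, 0.0808 for *Egr4* and 0.263 for *Fos* without control replicate 2, and 0.0834, 0.170 and 0.229 without *Camk2a-cKO* replicate 2. With the length and GC trend removed 1 fell, and with the same total 3. Of 8 long noncoding RNAs retained in the nucleus *Snhg11* (0.53, adjusted p = 0.0230 from limma) and *Miat* (0.77, 0.0280) rose and 6 did not pass (6 rose adjusted over the list alone), with a median of 0.41 (camera, adjusted p = 0.00398, adjusted p = 0.672 with an estimated correlation). Without control replicate 3 the median was 0.27 and the list did not pass (camera, adjusted p = 0.211), nor did it with fry (0.290). Neither passed without control replicate 2 (adjusted p = 0.108 for *Snhg11* and 0.1003 for *Miat*), and *Snhg11* did not without control replicate 3 (0.133).

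Among 12 microglia markers *Tmem119* (-0.58, adjusted p = 0.0211 from limma), the complement genes *C1qc* (-0.62, 0.0261) and *C1qa* (-0.54, 0.0276), and *Csf1r* (-0.38, 0.0542) fell while the chemokine receptor gene *Cx3cr1* (0.40, 0.0523) rose (6 fell and 1 rose adjusted over the list alone; camera, adjusted p = 0.0191, adjusted p = 0.672 with an estimated correlation). The list also did not pass with the length and GC trend removed (0.0690, and 0.0595 with the added form), without control replicate 2 (0.257), without *Camk2a-cKO* replicate 1 (0.124) or with fry (0.261). With the same total, with the trend removed, and without control replicate 2, 0 fell in limma's test (4, 5 and 6 markers had an unadjusted p under 0.05), and 1 fell without control replicate 3. Among 12 astrocyte markers *Aldh1l1* fell (-0.56, adjusted p = 0.0363 from limma, 0.165 without control replicate 3 and 0.106 without *Camk2a-cKO* replicate 2; 2 rose and 1 fell adjusted over the list alone). Among 13 markers of vessels *Vtn* (-0.44, 0.0487) and *Cldn5* (-0.47, 0.0495) fell (3 adjusted over the list alone), with 0 that fell without control replicate 2 and 0 without *Camk2a-cKO* replicate 2 in limma's test (4 and 3 had an unadjusted p under 0.05) and 1 without control replicate 3. Neither passed with the length and GC trend removed (0.127 for *Vtn*, and 0.310 for *Cldn5* with a log2 fold change of -0.23) or with the same total (0.237 and 0.240), and *Aldh1l1* did not with the same total (0.127). In limma's test 0 of 15 oligodendrocyte markers, 0 of 5 markers of their precursors, 0 of 6 of meninges and 0 of 15 of choroid plexus and ependyma passed (4, 1, 1 and 2 had an unadjusted p under 0.05; with edgeR 1, 0, 0 and 0 passed and with DESeq2 3, 0, 0 and 0). Without *Camk2a-cKO* replicate 2, 3 of the choroid plexus and ependyma markers fell, and without *Camk2a-cKO* replicate 1, 2 rose. *Alas2*, the blood gene tested, fell (-0.74, adjusted p = 0.0594 from limma, 0.163, 0.239, 0.1003 and 0.0996 without control replicates 2 and 3 and *Camk2a-cKO* replicates 1 and 2). Of 9 tested genes in the region of *Camk2a*, itself among them, *Slc6a7* rose, and *Rps14* (log2 fold change -0.76, adjusted p = 0.0326 from limma) and *Csf1r* fell. Without control replicate 2 the log2 fold change of *Rps14* was -0.49. Its adjusted p was 0.0949 with DESeq2, and from limma 0.103 with robust variances and 0.114 with the length and GC trend removed. Of 5 sex-linked genes *Eif2s3y* rose (0.51, 0.0557; 0.265 without control replicate 2, 0.109 without *Camk2a-cKO* replicate 2 and 0.183 with the length and GC trend removed). *Alas2* also did not pass with that trend removed (0.111) or with the same total (0.115). Some lists that did not pass camera in the main comparison did in others: without *Camk2a-cKO* replicate 2 the cortical projection (adjusted p = 1.02e-06), choroid plexus and ependyma (3.74e-05), oligodendrocyte (0.0113) and meningeal (0.0422) markers, and without *Camk2a-cKO* replicate 1 those of thalamus, hypothalamus and septum (7.43e-05). With the length and GC trend removed the cortical projection markers (0.0289) and those of thalamus, hypothalamus and septum (0.0433) passed, against 0.0620 and 0.0642 in the main comparison.

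The 196 genes that the paper reports as opposite in striatum and cortex have a median GC content of 58.0% and a median transcript length of 1758 bases, against 50.2% and 3170 bases over 14834 tested genes, and 85.2% of them lie in the third of genes with the highest GC content. The 405 genes that fell and have a known GC content are much alike, with medians of 57.1% and 1735 bases and 77.3% in that part. Across genes, which are not independent replicates, the log2 fold change had a Spearman correlation of -0.367 with GC content and 0.155 with transcript length. With the genes split into 10 groups of equal size by GC content, 10.1% of those in the highest group fell and 0.27% of those in the lowest.

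Of the genes of oxidative phosphorylation and of the cytosolic ribosome, 29 of 74 and 21 of 76 fell, with a median log2 fold change of -0.25 and -0.31, and neither list passed with an estimated correlation (camera, adjusted p = 0.672 for both) or with fry (adjusted p = 0.140 and 0.204). A trend on transcript length and GC content carries part of the decrease (-0.16 and -0.21 once it was removed). Among 10000 lists matched on both and on mean level, the median was -0.12 and -0.10. The genes of oxidative phosphorylation and of the cytosolic ribosome each lay at percentile 0.01, the smallest these lists can give. Matched genes were drawn independently, while members of the 2 lists vary together (estimated correlation 0.11 and 0.14), so the percentile overstates the contrast. Immediate early genes and shared medium spiny neuron markers also lay at 0.01, and microglia markers at 4. The matched lists therefore do not decide whether the trend is the whole cause. Fewer reads alone in the *Camk2a-cKO* libraries are argued against, since 28 of the 29 genes of oxidative phosphorylation that fell still did with all libraries thinned to equal depth. Random thinning keeps the ratios of genes with many reads, so it bears on depth only. A lower level of these mRNAs in *Camk2a-cKO* striatum may remain, as a hypothesis found and tested on the same data. The state of the RNA in the pools was not tested. *Xist* was high in 1 library of each genotype, control replicate 2 (4170) and *Camk2a-cKO* replicate 1 (2840). Between these, the median log2 ratio to the control mean went from 0.032 to -0.253 (oxidative phosphorylation) and 0.105 to -0.385 (cytosolic ribosome). Between control replicate 3 and *Camk2a-cKO* replicate 2 it went from -0.032 to -0.282 and -0.105 to -0.316. Both pairs thus showed a decrease, but each holds 1 library per genotype, and the pairs were formed after *Xist* was seen. *Xist* also differed within the high pair, and *Eif2s3y*, 1 of 5 sex-linked genes, rose. These values therefore do not decide whether sex plays a part.

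Of the 3 splits of the 4 libraries into pairs, 1 called as many genes as the real one, which is the real split itself with 571 genes, and the highest of the others called 1. There are too few splits for a share under 0.05.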
